# Gene expression profiling of *Hfe*^-/- ^liver and duodenum in mouse strains with differing susceptibilities to iron loading: identification of transcriptional regulatory targets of Hfe and potential hemochromatosis modifiers

**DOI:** 10.1186/gb-2007-8-10-r221

**Published:** 2007-10-18

**Authors:** Hélène Coppin, Valérie Darnaud, Léon Kautz, Delphine Meynard, Marc Aubry, Jean Mosser, Maria Martinez, Marie-Paule Roth

## Abstract

**Background:**

*Hfe *disruption in mouse leads to experimental hemochromatosis by a mechanism that remains elusive. Affymetrix GeneChip^® ^Mouse Genome 430 2.0 microarrays and bioinformatics tools were used to characterize patterns of gene expression in the liver and the duodenum of wild-type and *Hfe*-deficient B6 and D2 mice (two inbred mouse strains with divergent iron loading severity in response to *Hfe *disruption), to clarify the mechanisms of Hfe action, and to identify potential modifier genes.

**Results:**

We identified 1,343 transcripts that were upregulated or downregulated in liver and 370 in duodenum of *Hfe*^-/- ^mice, as compared to wild-type mice of the same genetic background. In liver, *Hfe *disruption upregulated genes involved in antioxidant defense, reflecting mechanisms of hepatoprotection activated by iron overload. *Hfe *disruption also downregulated the expression of genes involved in fatty acid β-oxidation and cholesterol catabolism, and of genes participating in mitochondrial iron traffic, suggesting a link between Hfe and the mitochondrion in regulation of iron homeostasis. These latter alterations may contribute to the inappropriate iron deficiency signal sensed by the duodenal enterocytes of these mice, and the subsequent upregulation of the genes encoding the ferrireductase Dcytb and several iron transporters or facilitators of iron transport in the duodenum. In addition, for several genes differentially expressed between B6 and D2 mice, expression was regulated by loci overlapping with previously mapped *Hfe*-modifier loci.

**Conclusion:**

The expression patterns identified in this study contribute novel insights into the mechanisms of Hfe action and potential candidate genes for iron loading severity.

## Background

Hereditary hemochromatosis (HH) accounts for most of the iron overload disorders that occur in individuals of European descent. It is an autosomal-recessive condition that is characterized by increased absorption of iron from the gastrointestinal tract and progressive accumulation of catalytically active iron in parenchymal organs. This iron excess can cause tissue damage and result in serious medical complications, including cirrhosis, primary liver cancer, diabetes, cardiomyopathy, endocrine dysfunction, and arthritis [1]. In Northern Europe, most patients with HH are homozygous for a single mutation (C282Y) in the *HFE *gene (which encodes the hereditary hemochromatosis [HFE] protein) [2]. Although the C282Y mutation disrupts a disulfide bond required for proper folding of the HFE molecule, the exact mechanisms by which HFE regulates iron homeostasis remain elusive. HFE expression can result in either the accumulation or the depletion of intracellular iron stores, depending on the cell type, suggesting that HFE interacts with other proteins that are involved in either the import or the export of iron [3,4]. The challenge remains to identify these proteins.

Despite its high prevalence (approximately 5/1,000 individuals of Northern European descent), C282Y homozygosity is characterized by a low penetrance [5], and family studies have shown that genetic factors contribute to this reduced penetrance [6]. Polymorphisms of modifier genes may have profound effects on the dominance of the *HFE *gene defect itself and explain individual variations in excess iron absorption and their pathologic consequences among carriers of the HH-predisposing genotype. However, the exact nature of these modifier genes in HH remains unknown, which currently precludes accurate prediction of who, among C282Y homozygotes, is likely to develop clinically significant iron-storage disease.

Murine models of iron loading, such as *Hfe *knockout mice (*Hfe*^-/-^), provide a useful alternative to humans in which to elucidate the physiologic pathways that are involved in the HH disease process and identifying modifier loci [7,8]. We previously reported that, compared with the inbred mouse strain C57BL/6 (B6), the strain DBA/2 (D2) was particularly susceptible to iron loading in response to *Hfe *disruption [9], suggesting the existence of genes other than *HFE *that modify the severity of iron accumulation. We therefore took advantage of the marked phenotypic differences between these two strains to localize five chromosomal intervals that control hepatic iron loading [10]. Analysis of recombinant inbred strains and exploration of strain-specific gene expression changes that result from *Hfe *disruption should facilitate the identification of the *Hfe *modifiers that account for variable disease expression in these intervals.

Thus far, investigations of regulatory circuits in response to *Hfe *disruption haves not addressed possible strain differences and have been limited to IronChip cDNA microarrays customized to analyze a selection of 300 genes encoding proteins that are directly involved in iron metabolism or in linked pathways [11]. Of note, expression of genes that may still have unsuspected importance in iron metabolism cannot be explored using these customized microarrays. Our goal in the present study was to identify functional classes of genes and individual candidates that are involved in the perturbation of mechanisms of iron homeostasis that results from *Hfe *disruption, and to identify differences in gene expression profiles between the inbred mouse strains B6 and D2 that could explain their difference in iron accumulation. To achieve this goal, we used Affymetrix GeneChip^® ^Mouse Genome 430 2.0 arrays containing 45,101 probe sets for over 39,000 transcripts, including 34,000 well characterized mouse genes, and bioinformatics tools to characterize expression networks in the duodenum and the liver of wild-type control and *Hfe*^-/- ^B6 and D2 mice.

## Results

### Differential gene expression between *Hfe*-deficient and wild-type mice

Microarray studies of liver and duodenum from *Hfe*^-/- ^mice identified 1,343 transcripts that were upregulated or downregulated in liver of either B6 or D2 *Hfe*^-/- ^mice, as compared with wild-type mice of the same genetic backgrounds. 

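Hfe is an HLA class I-like protein that takes part in the control of hepcidin, and its transcript is the one the knockout disrupts. Its mean signal in liver was 462 ± 45.8 (SD, n = 3 mice) in wild-type D2 mice and 78.7 ± 7.18 (SD, n = 3) in *Hfe*-/- D2 mice, a log2 fold change of -2.55 (standard error 0.11, adjusted p = 1.13e-08). In B6 mice the signal was 683 ± 8.56 in the wild type and 91.4 ± 6.59 in the knockout, a log2 fold change of -2.91 (standard error 0.11, adjusted p = 1.73e-09). Livers of 3 male mice of each strain and genotype were hybridized, each to its own array, after the mice had eaten a diet with 280 mg iron per kg and were killed at 7 weeks of age after a 14 h fast. The knockout mice were bred in-house and the wild-type mice were purchased, so origin goes with genotype. The authors' values are MAS5 signals on a linear scale, each array scaled so that the mean after removing the highest and lowest 2% of probe sets was 100. Here the signals were taken as log2 values, and limma was fitted to the 4 liver groups together over the 28031 of 45101 probe sets with the highest third-highest signal. Probe sets were called at a Benjamini-Hochberg adjusted p of at most 0.1, for *Hfe*-/- against wild-type mice of the same strain. Arrays are named by strain, genotype (KO for *Hfe*-/-, WT for wild-type) and replicate, as in D2 KO 1. An exact permutation test of 3 mice against 3 cannot give a two-sided p below 0.1, so the calls rest on the variance that limma pools across probe sets.

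**Figure D1:**
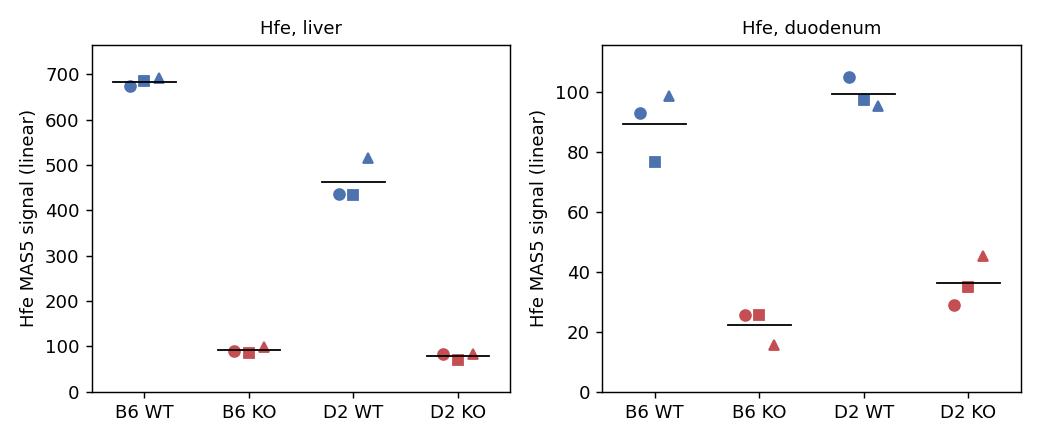
*Hfe* signal (MAS5 signal, linear scale) on each liver array and each duodenum array, by strain and genotype. Circles, squares and triangles are replicates 1, 2 and 3 and bars are group means, and every KO array lies under every WT array of its strain and tissue.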

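In D2 liver 378 probe sets rose and 394 fell in *Hfe*-/- mice (3730 at an unadjusted p under 0.05), and in B6 liver 151 rose and 133 fell (3234 unadjusted), so that 994 were called in one strain or both. Taken as genes, each represented by its probe set with the highest mean, 225 rose and 207 fell in D2, and 82 rose and 64 fell in B6, of 12999 genes. *Serpina12* encodes vaspin, a serpin secreted by fat and liver, and rose in D2 with a log2 fold change of 3.22 (standard error 0.63, adjusted p = 0.0216). *Cyp2c39*, which encodes a retinoic acid hydroxylase, fell in D2 by 3.41 on the log2 scale (standard error 0.51, adjusted p = 0.00434). *Slc35g1*, whose product binds the calcium sensor STIM1 in the endoplasmic reticulum, rose in B6 by 1.16 (standard error 0.14, adjusted p = 0.00125). *Neat1*, a noncoding RNA that builds nuclear paraspeckles, had a log2 fold change of -1.50 (adjusted p = 0.000766) in B6, and *Junb*, a subunit of the AP-1 transcription factor, one of -1.29 (adjusted p = 0.000951). The number called in D2 was 272 without D2 WT 1, 319 without D2 WT 2, 484 without D2 WT 3, 1739 without D2 KO 1, 221 without D2 KO 2 and 233 without D2 KO 3. In B6 it was 173 without B6 WT 1, 56 without B6 WT 2 and 130 without B6 KO 1. The 3 D2 KO arrays were hybridized in a run with D2 WT 3 alone, and with hybridization run as a block 109 probe sets were called in D2 and 99 in B6. Within that run *Hfe* differed by -2.71, and within the run of B6 KO 1 and the 3 B6 WT arrays by -2.94. The call for *Serpina12* was lost without D2 KO 2 (2.92) or D2 KO 3 (2.97), and that for *Cyp2c39* with run as a block (-3.05).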

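In duodenum, the tissue where dietary iron is absorbed, the *Hfe* signal was 99.2 ± 5 (SD, n = 3 mice) in wild-type D2 mice and 36.3 ± 8.17 (SD, n = 3) in *Hfe*-/- D2 mice, a log2 fold change of -1.47 (standard error 0.22, adjusted p = 0.0283). In B6 mice it was 89.4 ± 11.4 in the wild type and 22.3 ± 5.66 in the knockout, a log2 fold change of -2.03 (standard error 0.22, adjusted p = 0.00815). The call for *Hfe* was lost in D2 without D2 WT 1 (-1.43) or D2 KO 2 (-1.46) and in B6 without B6 WT 3 (-1.96) and with run as a block (-1.79). Duodena of the same 12 mice, 1 array each, were analysed with a fit of their own over the same probe sets, with the settings used for liver. In D2 mice 72 probe sets rose and 34 fell (3322 at an unadjusted p under 0.05), which is 43 genes up and 21 genes down. A call in both tissues of D2 mice was made for 16 probe sets, 15 of them in the same direction. Digestive enzymes of the pancreas, such as those of the acinar list analysed here, differed between duodenal arrays: their mean log2 signal lay -4.53 and -3.34 from the average array in D2 KO 2 and D2 KO 3, but 1.84 in D2 KO 1. Without D2 KO 1, 784 probe sets were called in D2. The count fell to 17 without D2 KO 2, 18 without D2 KO 3, 20 without D2 WT 1, 34 without B6 WT 2, 53 without B6 WT 3, 41 without B6 KO 1 and 63 without B6 KO 3, and it was 202 without B6 KO 2 and 239 without D2 WT 3. All D2 arrays shared a run, and with run as a block 45 probe sets were called. D2 WT 3 and the 3 D2 KO arrays shared a fluidics station, and within it *Hfe* differed by -1.42.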

Much fewer genes, namely 370, were upregulated or downregulated in the duodenum of these mice. A list of the transcripts differentially regulated between *Hfe*-deficient and wild-type mice is provided in Additional data files 1 (liver) and 2 (duodenum). 

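A gene called in one strain and not in the other need not respond differently in the strains, so the difference between the effects was tested as an interaction, D2 minus B6. In liver the interaction was called for 60 probe sets, 33 with the higher effect in D2 and 27 with the higher effect in B6 (2731 at an unadjusted p under 0.05), and in duodenum for 4 (2928 unadjusted). *Fmn2*, which encodes an actin-nucleating formin, had the interaction 2.83 (standard error 0.39, adjusted p = 0.00886) in liver, and *Med18*, a subunit of the Mediator complex, 2.28 (standard error 0.37, adjusted p = 0.0221). *Akr1c19*, an aldo-keto reductase gene of chromosome 13, had the interaction -1.66 (standard error 0.17, adjusted p = 0.000616) in liver and -2.00 (standard error 0.23, adjusted p = 0.0109) in duodenum. Its liver signal fell in D2 (-0.95, adjusted p = 0.00125) and rose in B6 (0.71, adjusted p = 0.0157). The other called probe sets of duodenum were those of *Stard3nl*, a sterol-binding protein of late endosomes (1.22, adjusted p = 0.0881), of *Atxn1*, a nuclear repressor (2.34, adjusted p = 0.00146), and one without a gene symbol. The last 2 were named after their values were seen because so few were called. *Stard3nl* and *Atxn1* lie on chromosome 13, as *Akr1c19* and *Hfe* do. The probe set of *Atxn1* with the highest mean, which represents the gene, was not called. How the *Atxn1* call held with an array left out or with run as a block is not given. The liver count was 37 without B6 WT 1, 35 without B6 WT 2, 91 without B6 KO 3, 26 without D2 WT 1 or D2 WT 2, 635 without D2 KO 1, 39 without D2 KO 2 and 38 without D2 KO 3, and 10 with run as a block. In duodenum the count was 2 without B6 WT 3, B6 KO 3, D2 KO 2 or D2 KO 3, but 20 without D2 WT 2, 93 without D2 WT 3 and 349 without D2 KO 1, and 1 with run as a block. Calls were lost for *Fmn2* with run as a block (2.72), for *Med18* with run as a block (2.06), for *Akr1c19* in duodenum with run as a block (-1.68) and for *Stard3nl* without any 1 of B6 WT 1, B6 WT 2, B6 WT 3, B6 KO 2, B6 KO 3, D2 WT 1, D2 KO 2 and D2 KO 3 (1.13 to 1.27) and with run as a block (0.95).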

As shown in Figure 1, more transcripts were regulated in *Hfe*-deficient D2 mice than in B6 mice, and this difference was particularly striking in duodenum.

**Figure 1:**
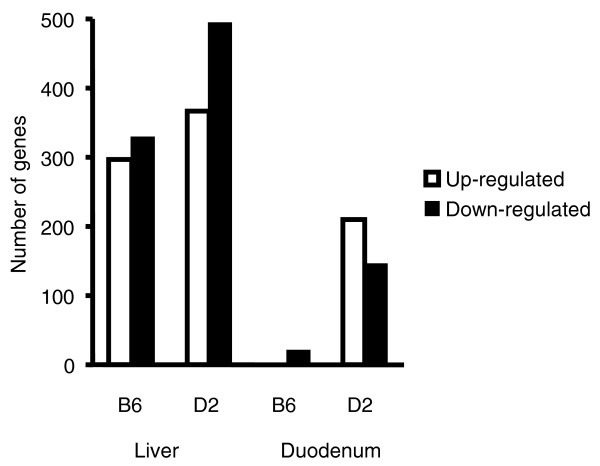
Number of genes regulated by *Hfe *disruption by mouse strain and organ studied. Genes regulated by *Hfe *disruption identified by statistical analysis of microarrays (SAM) were filtered to summarize the number of upregulated or downregulated genes in liver and duodenum. Genes were included if the mean S-score across three independent comparisons was ≥2 or ≤-2.

In liver, clustering analysis detected groups of transcripts that were similarly regulated in response to *Hfe *disruption in B6 and D2 mice (specifically, they were either downregulated [Figure 2, cluster 4] or upregulated [cluster 5] in both strains). However, most of the transcripts modulated after *Hfe *disruption had expression patterns that were strain specific (regulated only in D2 mice [clusters 1 and 6] or only in B6 mice [clusters 3 and 8]).

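*9130409I23Rik*, a gene of unknown function, rose in both strains, by 2.00 (standard error 0.19, adjusted p = 0.000107) on the log2 scale in D2 and 1.86 (standard error 0.19, adjusted p = 0.000699) in B6. *Apoa4*, which encodes an apolipoprotein of the lipid-rich particles that liver and gut secrete, fell in both, with a log2 fold change of -1.69 (standard error 0.20, adjusted p = 0.000951) in B6 and -0.83 (standard error 0.20, adjusted p = 0.0549) in D2. Of the 94 probe sets of cluster 5, 57 rose in D2 and 45 in B6 here, with median log2 fold changes of 0.55 and 0.57. Of the 145 of cluster 4, 63 fell in D2 and 26 in B6, with medians of -0.54 and -0.48. These clusters were chosen by the study on the same arrays, so the counts are not independent evidence. Over all probe sets, 62 were called in both strains, 36 of them up in both and 19 down in both, where lists drawn at random would share 2.04 and 1.87. The call for *Apoa4* in D2 was lost without any 1 of D2 WT 1, D2 WT 2, D2 KO 2 and D2 KO 3 (-0.80 to -0.71) and with run as a block (-0.49).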

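Genes whose knockout effect was tested to differ between strains include *Pxdc1*, a gene of unknown function on chromosome 13, within 20 Mb of *Hfe*, which rose in D2 liver (1.78, standard error 0.12, adjusted p = 3.85e-06) and did not pass the test in B6 (-0.11, adjusted p = 0.796), with an interaction of 1.89 (adjusted p = 0.000559). *Serpinb6b*, a serpin gene of the same interval, rose in D2 (2.04, adjusted p = 0.00671), with an interaction of 2.85 (adjusted p = 0.0212). It lies outside the rule by which genes are named, since its mean signal was under 100 in every group. For most probe sets called in 1 strain alone the interaction did not pass the test: it was called for 57 of the 994 called in either strain. Of 710 called in D2 alone, 490 had the same sign in B6, and of 222 called in B6 alone, 162 had the same sign in D2. Across the 12999 genes the D2 and B6 log2 fold changes had a Pearson r of 0.1 and a Spearman rho of 0.143, where genes are not independent replicates. Of the 284 probe sets of cluster 1, 151 rose in D2 and 2 in B6, with medians of 0.62 and 0.05, and of the 364 of cluster 6, 170 fell in D2 and 1 in B6, with medians of -0.58 and -0.09. Of the 218 of cluster 3, 59 rose in B6 and 1 in D2, with medians of 0.52 and 0.08, and of the 219 of cluster 8, 58 fell in B6 and 3 in D2, with medians of -0.56 and -0.11. The calls for *Serpinb6b* were lost with run as a block (1.68 in D2 and 2.22 for the interaction).

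**Figure D2:**
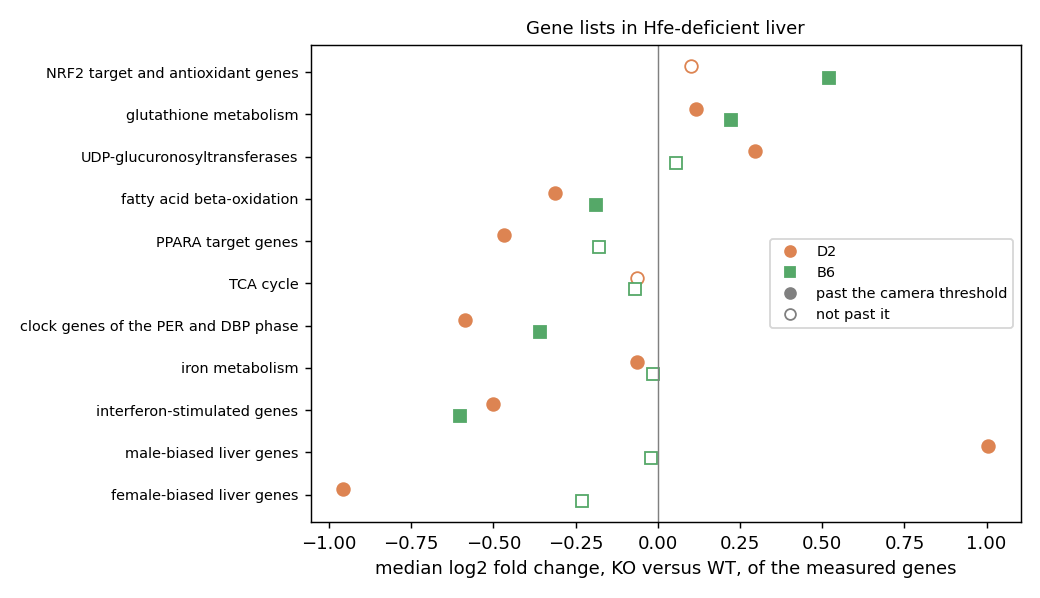
Median log2 fold change (*Hfe*-/- against wild-type, x axis) of 11 gene lists in liver of D2 mice (circles) and B6 mice (squares). Filled symbols are lists past camera's adjusted p of 0.05 with its preset correlation, such as NRF2 target and antioxidant genes in B6.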

**Figure 2:**
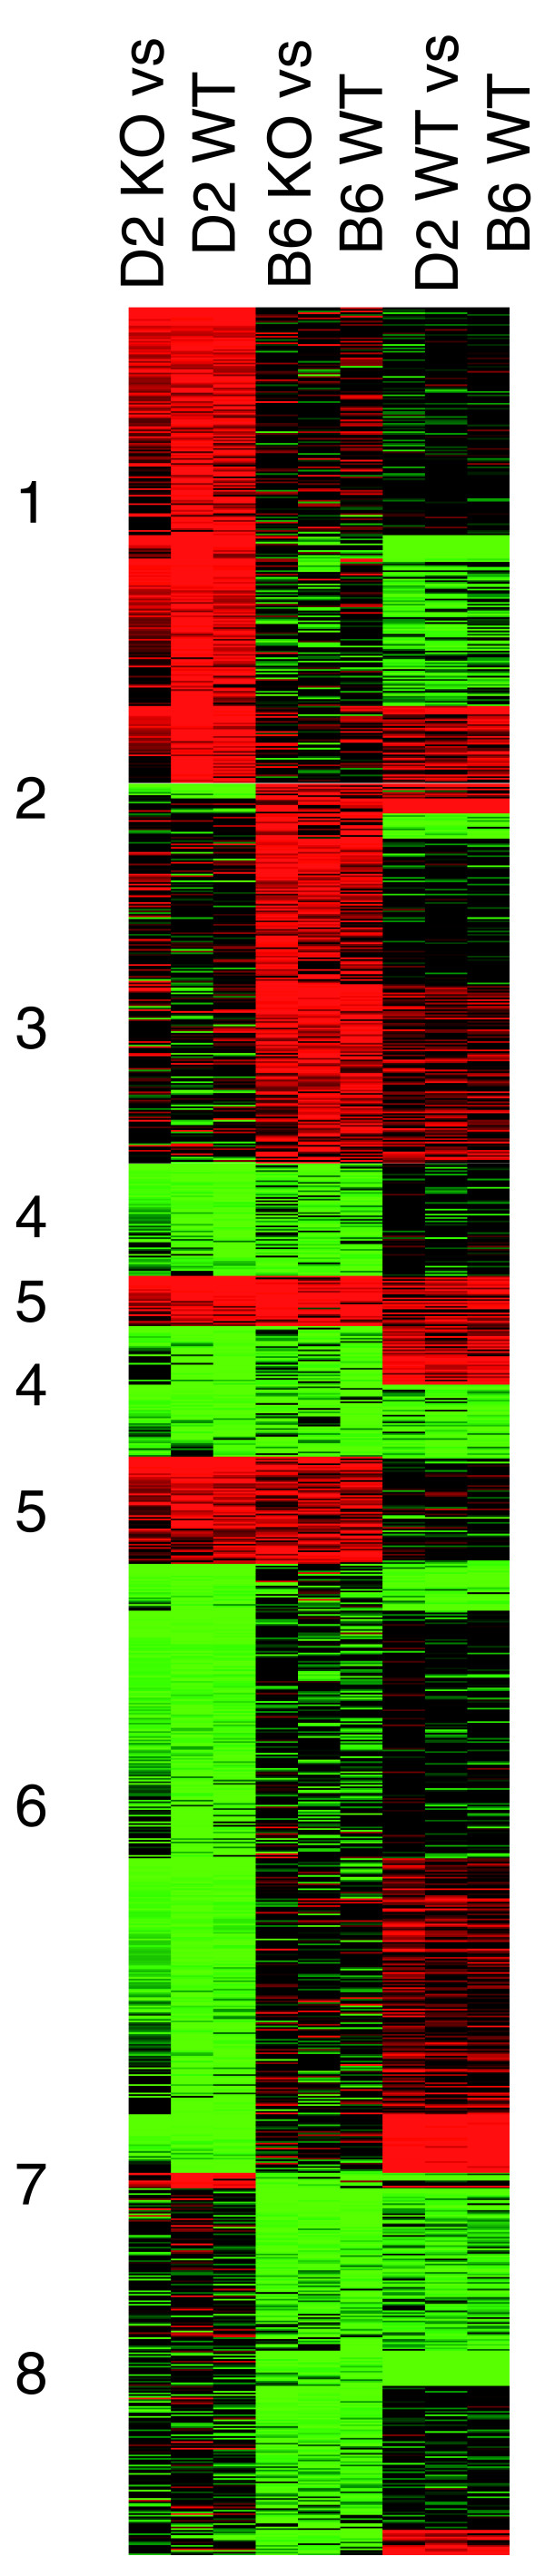
Genes regulated by *Hfe *deficiency in D2 and B6 liver. A tree view image of k-means clustering for 1,343 genes regulated by *Hfe *disruption in liver of D2 or B6 mice is shown. Genes were selected by statistical filtering of knockout (KO) versus wild-type (WT) S-scores, as described in Materials and methods. Corresponding values for wild-type D2 versus B6 S-scores are also shown. Red indicates upregulation by *Hfe *deficiency or more highly expressed in D2 mice; green indicates downregulation by *Hfe *deficiency or more highly expressed in B6 mice; and black indicates no difference.

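Of the genes of B6 duodenum, only *Hfe* itself and *Ggps1* were called by limma, both as decreases, with 1588 probe sets at an unadjusted p under 0.05. *Ggps1* encodes geranylgeranyl diphosphate synthase, which makes the isoprenoid that anchors small GTPases to membranes, and lies on chromosome 13, as *Hfe* does. Its signal was 145 ± 10.8 (SD, n = 3) in wild-type and 63.1 ± 7 in *Hfe*-/- B6 mice, a log2 fold change of -1.20 (standard error 0.16, adjusted p = 0.0343). A probe set without a gene symbol, named after its value was seen, had a log2 fold change of -1.48 (standard error 0.13, adjusted p = 0.00184). All 3 of these probe sets were called as decreases in D2 duodenum too. The number called was 1 without B6 WT 3, 5 without B6 KO 3 and 6 without B6 KO 2, and 6 with run as a block. SAM in its one-class form called 1 probe set, and a fit to the 6 B6 arrays alone called 0. The call for *Ggps1* was lost without any 1 of B6 WT 1, B6 WT 2, B6 WT 3 and B6 KO 1 (-1.24 to -1.11) and with run as a block (-1.39).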

In duodenum of B6 mice, the expression of fewer than 20 genes was significantly modified by *Hfe *deficiency (Figure 1). Consequently, clustering analysis was essentially based on expression changes in D2 mice. 

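*Epdr1*, which encodes a lysosomal glycolipid-binding protein, rose in D2 duodenum by 2.64 (standard error 0.29, adjusted p = 0.0049), and *Pxdc1* by 1.51 (standard error 0.19, adjusted p = 0.00879). *Eci3*, an isomerase of unsaturated fatty acids, rose by 1.55 (standard error 0.22, adjusted p = 0.0204). All 3 genes lie within 20 Mb of *Hfe* on chromosome 13, where donor sequence carried with the allele is not excluded. *Cyp2c29*, a P450 that epoxidizes fatty acids, fell (-4.03, standard error 0.71, adjusted p = 0.0617), and *Stab2*, a scavenger receptor of sinusoidal endothelium, fell as well (-2.38, adjusted p = 0.0816). *Ccr9*, the receptor that brings lymphocytes to the small intestine, fell (-1.64, adjusted p = 0.0808). Of the 208 probe sets of cluster 1 read from Additional data file 2 (209 in the paper's table), 49 rose in D2 and none was called in B6, with median log2 fold changes of 0.60 and 0.01. Of the 141 of cluster 3, 16 fell in D2 and none was called in B6, with medians of -0.74 and 0.03. The study chose both clusters on these arrays, so the counts are not independent evidence. Across genes the D2 and B6 log2 fold changes of duodenum had a Pearson r of -0.04 and a Spearman rho of -0.07. Calls were lost for *Eci3* without D2 KO 2 (1.42) or D2 KO 3 (1.52), for *Cyp2c29* without any 1 of B6 WT 2, D2 WT 1, D2 WT 2, D2 KO 2 and D2 KO 3 (-4.21 to -3.48), for *Stab2* without any 1 of B6 WT 2, B6 WT 3, B6 KO 3, D2 WT 1, D2 WT 2, D2 KO 2 and D2 KO 3 (-2.78 to -2.04) and for *Ccr9* without any 1 of B6 WT 2, B6 WT 3, B6 KO 1, B6 KO 3, D2 WT 1, D2 WT 3, D2 KO 2 and D2 KO 3 (-1.74 to -1.34) and with run as a block (-1.64).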

Two main clusters were therefore identified in duodenum, one with genes upregulated (cluster 1, Additional data file 2) and the other with genes downregulated (cluster 3, Additional file 2) in response to *Hfe *disruption in D2 mice.

### Enriched functional categories in the liver of *Hfe*-deficient mice

The Database for Annotation, Visualization, and Integrated Discovery (DAVID) annotation tool was used to search for over-representation of functional categories within the different gene clusters from Figure 2. Categories found to be enriched within the clusters of genes similarly regulated in the liver of *Hfe*^-/- ^compared with wild-type mice are summarized in Table 1. As detailed below, they mainly concern detoxification mechanisms in response to oxidative stress, fatty acid β-oxidation, cholesterol catabolism, and circadian rhythm.

**Table 1:** Functional categories over-represented in clusters of genes similarly regulated by *Hfe*-disruption in the liver

Category	Term	*n*	EASE score
Cluster 1 (284 Affy IDs [248 genes])			
GOTERM_BP	Steroid metabolism	11	1.4 × 10^-5^
GOTERM_MF	Mono-oxygenase activity	10	3.7 × 10^-5^
GOTERM_MF	UDP glucuronosyltransferase activity	5	2.9 × 10^-2^
Cluster 3 (218 Affy IDs [196 genes])			
	No functional category overrepresented		
Cluster 4 (145 Affy IDs [139 genes])			
GOTERM_BP	Rhythmic process	6	6.5 × 10^-5^
KEGG_PATHWAY	Fatty acid metabolism	7	3.2 × 10^-6^
GOTERM_BP	Defense response	14	4.7 × 10^-3^
GOTERM_BP	Nitrogen compound metabolism	9	5.6 × 10^-3^
Cluster 5 (94 Affy IDs [84 genes])			
KEGG_PATHWAY	Glutathione metabolism	8	5.8 × 10^-8^
GOTERM_MF	Iron ion binding	8	2.7 × 10^-4^
Cluster 6 (364 Affy IDs [315 genes])			
SP_PIR_KEYWORDS	Fatty acid metabolism	15	2.5 × 10^-14^
SP_PIR_KEYWORDS	Oxidoreductase	31	1.1 × 10^-8^
GOTERM_MF	Iron ion binding	19	1.6 × 10^-6^
KEGG_PATHWAY	Bile acid biosynthesis	6	1.1 × 10^-3^
GOTERM_BP	Cholesterol metabolism	6	3.2 × 10^-3^
Cluster 8 (219 Affy IDs [209 genes])			
	No functional category overrepresented		

Affymetrix probesets in the different k-means clusters shown in Figure 2 were compared with Affymetrix MG-430 2.0 probe sets for over-representation of gene categories, using the DAVID (Database for Annotation, Visualization, and Integrated Discovery) functional annotation tool. The Category column shows the original database/resource from which the terms originate. The Term column indicates enriched terms associated with the gene list. The *n *column indicates the number of genes involved in the term. The expression analysis systematic explorer (EASE) score is a modified Fisher exact *P *value [51]. BP, biological processes; GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; MF, molecular functions; PIR, Protein Information Resource; UDP, Uridine 5'-diphospho.

#### Detoxification mechanisms in response to oxidative stress

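The transcription factor NRF2 induces antioxidant and conjugating enzymes, and 25 of its target and antioxidant genes were listed. In B6 liver 8 of the 22 measured rose, none fell and 14 did not pass the test (16 rose and none fell when adjusted over the list alone), and all 22 had a positive log2 fold change with a median of 0.52 (camera adjusted p = 4.82e-13, and 0.0332 with an estimated correlation). In D2 liver 5 rose, 1 fell and 16 did not pass (10 rose and 4 fell over the list alone), with a median of 0.10 (camera adjusted p = 0.0741). The list's shift was lower in D2 than in B6, with a median interaction of -0.35 (camera adjusted p = 5.2e-05, but 0.289 with an estimated correlation). *Gsta4*, a glutathione S-transferase that clears products of lipid peroxidation, rose by 0.97 (standard error 0.11, adjusted p = 0.000951) in B6 and 0.81 (standard error 0.11, adjusted p = 0.00301) in D2. *Ugdh*, which makes the glucuronic acid used in conjugation, rose by 1.01 (standard error 0.14, adjusted p = 0.00386) in B6 and 0.72 (standard error 0.14, adjusted p = 0.0208) in D2. In B6 the median was 0.61 with run as a block and 0.60 within the run of B6 KO 1 and the 3 B6 WT arrays, and in D2 it was 0.16 within the run of D2 WT 3 and the D2 KO arrays. The D2 list passed with quantile normalization (0.11), with a stricter signal filter (0.19) and without D2 KO 2 (0.14). Calls in D2 were lost for *Gsta4* with run as a block (0.69) and for *Ugdh* without D2 WT 1 (0.64) or D2 KO 3 (0.67) and with run as a block (0.37).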

The 84 genes from cluster 5 (Figure 2) and the 248 genes from cluster 1 that were induced by *Hfe*-deficiency in the liver were particularly enriched for functional categories associated with response to oxidative stress and iron ion binding (Table 2). 

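*Aox1* encodes aldehyde oxidase, which releases superoxide and hydrogen peroxide as it oxidizes aldehydes and drugs. Its liver signal was 455 ± 61.8 (SD, n = 3) in wild-type and 1040 ± 150 in *Hfe*-/- D2 mice, a log2 fold change of 1.20 (standard error 0.12, adjusted p = 0.000156). In B6 it was 523 ± 10 and 1070 ± 119, a log2 fold change of 1.02 (standard error 0.12, adjusted p = 0.000957). *Nox4* encodes a NADPH oxidase subunit that produces hydrogen peroxide. Its signal was 213 ± 80.1 in wild-type and 560 ± 130 in *Hfe*-/- D2 mice, a log2 fold change of 1.43 (standard error 0.24, adjusted p = 0.00974). In B6 *Nox4* did not pass the test (0.30, standard error 0.24, adjusted p = 0.69), and neither did the difference between strains (1.13, adjusted p = 0.257), which passed without D2 KO 1 (1.34). The call for *Nox4* in D2 was lost with run as a block (0.85).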

Excess iron is known to generate reactive oxygen species that promote cell damage and fibrosis, and may be responsible for the induction of the aldehyde oxidase and NADPH (nicotinamide adenine dinucleotide phosphate) oxidase genes observed in these mice. This appears to be counterbalanced by upregulation of genes involved in the glutathione metabolism pathway, in particular genes encoding enzymes that are responsible for glutathione synthesis (*Gclc*, *Gclm*, and *Gss*) and glutathione *S*-transferases, which catalyze the conjugation of reduced glutathione to electrophilic centers on a wide variety of substrates; the latter activity is useful in the detoxification of endogenous compounds such as peroxidized lipids. 

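The ligase that makes the first step of glutathione synthesis has a catalytic subunit, encoded by *Gclc*, and a modifier subunit, encoded by *Gclm*. *Gclc* rose by 0.64 (standard error 0.13, adjusted p = 0.0292) in D2 liver and 0.98 (standard error 0.13, adjusted p = 0.00386) in B6, and *Gclm* by 0.58 (standard error 0.09, adjusted p = 0.00744) and 0.57 (standard error 0.09, adjusted p = 0.0129). *Gss*, the synthetase of the next step, did not pass the test in D2 (0.17, adjusted p = 0.61) or B6 (0.35, adjusted p = 0.279). The transferase gene *Gsta2* rose by 1.82 (standard error 0.15, adjusted p = 2.37e-05) in D2 and from 508 ± 87.6 to 1440 ± 273 in B6 (adjusted p = 0.000616), and *Gstm3* by 1.03 (adjusted p = 0.0249) in D2 and 1.73 (adjusted p = 0.00104) in B6. *Gstm1* rose in B6 (0.54, adjusted p = 0.0169) and did not pass in D2 (0.07, adjusted p = 0.806). Of 28 genes of glutathione metabolism listed, 26 were measured. In D2, 6 rose, 2 fell and 18 did not pass (8 rose and 4 fell when adjusted over the list alone), with a median of 0.12 (camera adjusted p = 0.0248, and 0.273 with an estimated correlation). In B6, 8 rose, none fell and 18 did not pass (14 rose and 1 fell over the list alone), with a median of 0.22 (camera adjusted p = 2.3e-07, and 0.0769 with an estimated correlation). With the 9 genes named by the paper left out, the other 17 had medians of 0.00 in D2 (camera adjusted p = 0.536) and 0.09 in B6 (camera adjusted p = 0.322), and neither call of the list held. With run as a block the medians were 0.14 in D2 and 0.25 in B6, and 0.15 within the run of B6 KO 1. The D2 list was no longer called without D2 WT 2 (0.07) or D2 KO 1 (0.16), nor was *Gclc* without D2 WT 1 (0.63), D2 KO 2 (0.57) or D2 KO 3 (0.62) and with run as a block (0.64), *Gclm* in D2 with run as a block (0.45) or in B6 without B6 WT 2 (0.53), or *Gstm3* without D2 WT 1 (0.92) or D2 KO 2 (0.97) and with run as a block (0.74). The paper proposes that excess iron causes the rise of the oxidase genes and that the glutathione genes counterbalance it.

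**Figure D3:**
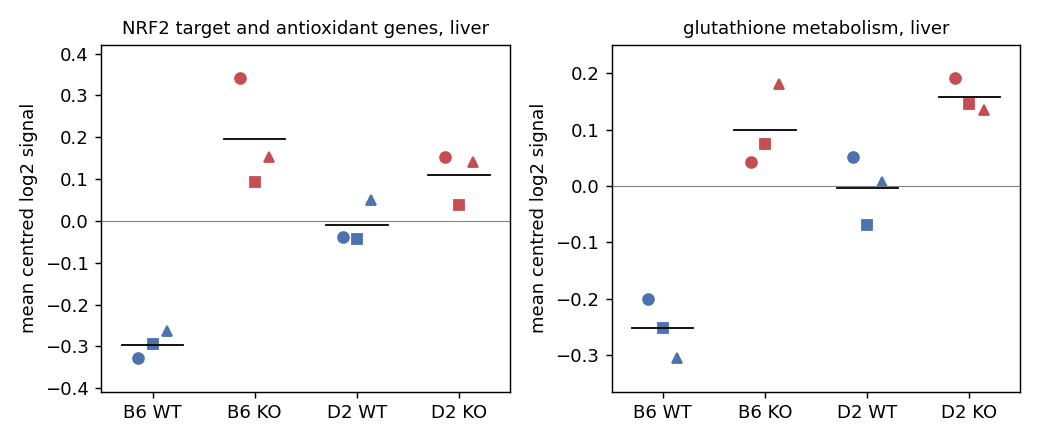
Mean centred log2 signal (y axis) of NRF2 target and antioxidant genes and of glutathione metabolism genes on each liver array, by strain and genotype. Circles, squares and triangles are replicates 1, 2 and 3 and bars are group means; all 3 B6 KO arrays lie above all 3 B6 WT arrays for the NRF2 list.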

Excess iron also appears to be counterbalanced, particularly in *Hfe*^-/- ^D2 mice, by upregulation of genes encoding uridine 5'-diphospho (UDP)-glucuronosyltransferases, which catalyze the glucuronidation reaction (the addition of sugars to lipids), which is an important step in the body's elimination of endogenous toxins. In addition, there was an enrichment, most notably in *Hfe*^-/- ^D2 mice, of genes with mono-oxygenase activity, particularly genes encoding several cytochrome P450 isoforms and flavin-containing mono-oxygenase-5, which are considered to be xenobiotic detoxication catalysts and believed to protect mammals from lipophilic nucleophilic chemicals [12]. 

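Of 15 UDP-glucuronosyltransferase genes listed, 10 were measured in liver. In D2, 3 rose, none fell and 7 did not pass the test (4 rose when adjusted over the list alone), with a median log2 fold change of 0.30 (camera adjusted p = 0.0011, and 0.273 with an estimated correlation). The 5 that the paper does not name had a median of 0.17 in D2 and were not called (camera adjusted p = 0.093). Among these 5 is *Ugt2b38*, whose probe set the paper reports as *Ugt2b36*, so they are not free of its choice of genes. The 3 that rose were *Ugt2b38*, *Ugt2b1* and *Ugt2b35*, of a family that conjugates steroids and bile acids. *Ugt2b38* went from 69.9 ± 16.6 (SD, n = 3) to 354 ± 104 in D2, a log2 fold change of 2.33 (standard error 0.25, adjusted p = 0.000228), and its interaction with strain was 2.78 (adjusted p = 0.0046). *Ugt2b1* rose by 0.75 (standard error 0.15, adjusted p = 0.0233), and *Ugt2b5* did not pass (0.39, adjusted p = 0.145). In B6, 1 rose, none fell and 9 did not pass, with a median of 0.05 (camera adjusted p = 0.443). The riser was *Ugt2b35*, which rose by 0.58 (adjusted p = 0.0499) in B6 and 0.47 (adjusted p = 0.0665) in D2. The D2 and B6 shifts of the list were not shown to differ (median interaction 0.20, camera adjusted p = 0.114). The D2 median was 0.26 with run as a block, and the B6 list passed without B6 KO 2 (0.16). Calls were lost for *Ugt2b1* without D2 WT 2 (0.67), D2 KO 2 (0.70) or D2 KO 3 (0.70) and with run as a block (0.55), and for *Ugt2b35* in D2 without any 1 of D2 WT 1, D2 WT 2, D2 KO 2 and D2 KO 3 (0.41 to 0.45) and with run as a block (0.29) and in B6 without any 1 of B6 WT 2, B6 WT 3, B6 KO 1 and B6 KO 3 (0.51 to 0.59), while *Ugt2b5* passed without B6 KO 2 (0.39) or D2 KO 1 (0.43).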

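Of 39 cytochrome P450 and flavin mono-oxygenase genes listed, 31 were measured in liver, and they moved both ways in D2. There 5 rose, 6 fell and 20 did not pass the test (9 rose and 11 fell when adjusted over the list alone), with a median of 0.05 but a mean of -0.41 (camera adjusted p = 0.712). Over the 22 genes of the list not named by the paper the D2 median was -0.16 and camera passed (adjusted p = 0.00677, and 0.401 with an estimated correlation). *Cyp2c23*, an arachidonic acid epoxygenase, rose by 1.12 (standard error 0.14, adjusted p = 0.00125) in D2, with an interaction of 1.07 (adjusted p = 0.0643). *Cyp2u1*, a fatty acid hydroxylase, rose by 1.02 (standard error 0.21, adjusted p = 0.0256), and *Cyp2j6* by 0.75 (adjusted p = 0.0398). *Cyp2b9*, an enzyme with higher expression in female mice, fell (-6.38, standard error 1.07, adjusted p = 0.00931), and *Cyp2c38* fell (-2.65, adjusted p = 0.0131). *Fmo5*, a flavin mono-oxygenase gene, did not pass in D2 (0.49, adjusted p = 0.267) or B6 (0.21, adjusted p = 0.729), and passed in D2 without B6 KO 1 (0.49). In B6, 2 rose, none fell and 29 did not pass (3 rose over the list alone), with a median of -0.06 and a mean of 0.14 (camera adjusted p = 0.536). They were *Cyp2c55*, which rose by 1.76 (standard error 0.31, adjusted p = 0.0228), and *Cyp2c29*, which rose by 0.50 (adjusted p = 0.0803). In D2 the calls were lost for *Cyp2c23*, *Cyp2b9* and *Cyp2c38* with run as a block (0.94, -4.82 and -2.29), for *Cyp2u1* without D2 KO 2 (0.93) or D2 KO 3 (0.85) and with run as a block (1.17), and for *Cyp2j6* without D2 WT 1 (0.58) or D2 KO 2 (0.64) and with run as a block (0.52). The interaction of *Cyp2c23* was lost without any 1 of B6 WT 1, B6 WT 2, B6 KO 2, D2 WT 1, D2 WT 2, D2 KO 2 and D2 KO 3 (0.91 to 1.06) and with run as a block (0.80), and in B6 the calls for *Cyp2c55* without B6 WT 2 (1.68) and with run as a block (1.56) and for *Cyp2c29* without any 1 of B6 WT 1, B6 WT 2, B6 WT 3, B6 KO 1, B6 KO 3, D2 WT 1, D2 WT 2, D2 WT 3 and D2 KO 3 (0.37 to 0.56) and with run as a block (0.51).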

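*Slc40a1* encodes ferroportin, the exporter of cellular iron. It is measured by 2 probe sets of 1 symbol, and the 1 with the higher signal rose in B6 liver by 0.85 (standard error 0.12, adjusted p = 0.00606) and did not pass the test in D2 (0.37, standard error 0.12, adjusted p = 0.174). It passed in D2 with replicate number as a block (0.37). *Hmox1*, heme oxygenase 1, had a log2 fold change of 0.98 (standard error 0.29, adjusted p = 0.123) in D2 and 0.65 (standard error 0.29, adjusted p = 0.409) in B6, neither past the test, and passed in D2 without D2 KO 1 (1.37). *Blvrb*, biliverdin reductase B, acts after heme oxygenase; it rose by 0.49 (adjusted p = 0.0803) in B6 and did not pass in D2 (0.31, adjusted p = 0.231). Of 15 genes of heme synthesis and degradation listed, 14 were measured. In D2, 2 rose, 1 fell and 11 did not pass (5 rose and 1 fell when adjusted over the list alone), with a median of 0.16 (camera adjusted p = 0.0691). In B6, 1 rose, none fell and 13 did not pass, with a median of 0.12 (camera adjusted p = 0.175). The D2 list passed with run as a block (0.22), with quantile normalization (0.18) and without D2 WT 1 (0.18). *Blvrb* passed in D2 without D2 KO 1 (0.40), and its call in B6 was lost without any 1 of B6 WT 2, B6 WT 3, B6 KO 1, B6 KO 3, D2 WT 1, D2 WT 2 and D2 WT 3 (0.41 to 0.49) and with run as a block (0.66).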

The iron ion binding category, also enriched in the liver of both strains, includes the genes for ferroportin, ferritin light chain, and heme oxygenase, which catalyzes the degradation of heme into carbon monoxide and biliverdin. 

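*Vnn1* encodes vanin-1, a pantetheinase of the cell surface that releases cysteamine. Its liver signal was 3380 ± 248 (SD, n = 3) in wild-type and 1980 ± 1270 in *Hfe*-/- D2 mice, a log2 fold change of -0.96 (standard error 0.31, adjusted p = 0.168) that did not pass the test. In B6 the signal was 2140 ± 237 and 1570 ± 480, a log2 fold change of -0.49 (standard error 0.31, adjusted p = 0.588). Without D2 KO 1, which lies apart from the other D2 KO livers, the decrease in D2 passed the test (-1.45).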

Of note, although expression of *vanin1 *was downregulated in mice lacking *Hfe *in both strains (cluster 4), this regulation is worth noting because mice deficient in vanin-1 exhibit a glutathione-mediated tissue resistance to oxidative stress [13].

**Table 2:** Main genes regulated by *Hfe *deficiency in liver and pertaining to enriched functional categories related to response to oxidative stress

Gene	Protein	S-score		
		
		D2 KO versus WT	B6 KO versus WT	D2 WT versus B6 WT
Glutathione metabolism pathway				
*Gclc*	Glutamate-cysteine ligase, catalytic subunit	3.68	4.74	3.24
*Gclm*	Glutamate-cysteine ligase, modifier subunit	NS	4.11	NS
*Gss*	Glutathione synthetase	NS	2.15	NS
*Gsta2*	Glutathione S-transferase alpha2	8.83	9.10	NS
*Gsta3*	Glutathione S-transferase alpha3	2.44	2.24	NS
*Gsta4*	Glutathione S-transferase alpha4	4.64	5.99	4.35
*Gstm1*	Glutathione S-transferase mu1	NS	2.65	NS
*Gstm3*	Glutathione S-transferase mu3	3.04	4.04	2.56
*Gstm6*	Glutathione S-transferase mu6	3.36	2.26	NS
UDP glucuronosyltransferase activity				
*Ugt2b1*	UDP glucuronosyltransferase 2B1	3.72	NS	NS
*Ugt2b5*	UDP glucuronosyltransferase 2B5	2.56	3.91	NS
*Ugt2b34*	UDP glucuronosyltransferase 2B34	NS	2.25	NS
*Ugt2b35*	UDP glucuronosyltransferase 2B35	2.56	3.91	NS
*Ugt2b36*	UDP glucuronosyltransferase 2B36	4.66	NS	-4.89
Mono-oxygenase activity				
*Cyp1a2*	Cytochrome P450 1A2	3.14	2.60	3.49
*Cyp2c29*	Cytochrome P450 2C29	NS	2.79	4.84
*Cup2c44*	Cytochrome P450 2C44	3.07	NS	-5.89
*Cyp2c55*	Cytochrome P450 2C55	3.94	6.22	4.43
*Cyp2c70*	Cytochrome P450 2C70	5.55	4.70	4.17
*Cyp2j6*	Cytochrome P450 2J6	2.70	NS	NS
*Cyp2j9*	Cytochrome P450 2J9	NSD	2.91	2.14
*Cyp2u1*	Cytochrome P450 2U1	3.50	NS	NS
*Fmo5*	Flavin mono-oxygenase 5	2.12	NS	NS
Iron ion binding				
*Ftl1*	Ferritin light chain 1	1.70	2.24	NS
*Slc40a1*	Ferroportin	3.18	4.89	3.94
*Hmox1*	Heme oxygenase 1	5.27	2.40	-3.66
*Blvrb*	Biliverdin reductase (for information)	2.50	3.06	NS
*Vnn1*	Vanin 1 (for information)	-4.27	-2.73	2.69

S-scores were obtained as described in Materials and methods and are proportional to fold changes. Positive S-scores indicate that the genes are more highly expressed in knockout (KO) than in wild-type (WT) mice, or in WT D2 than in WT B6 mice. NS, not significant; UDP, Uridine 5'-diphospho.

#### Fatty acid β-oxidation and cholesterol catabolism

The 139 genes from cluster 4 (Figure 2) and the 315 genes from cluster 6, which were repressed in liver by *Hfe *deficiency, were particularly enriched for functional categories associated with lipid metabolism (Table 3). In particular, genes encoding the rate-limiting enzyme for β-oxidation of long-chain fatty acids (*Cpt*) and the transcripts for enzymes involved in the three steps of β-oxidation were all significantly downregulated. 

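*Abcd2*, a transporter of very long-chain fatty acids into peroxisomes, fell in D2 liver (-2.95, standard error 0.36, adjusted p = 0.00123), with an interaction of -2.72 (adjusted p = 0.0684). *Acot3*, a peroxisomal thioesterase, fell in D2 (-3.30, standard error 0.70, adjusted p = 0.0322). Both belong to the female-biased liver genes analysed here, whose group shift in D2 had a camera adjusted p of 6.47e-10 with the preset correlation and 0.252 with an estimated one, and *Acot3* is also a target of the nuclear receptor PPARA, which drives fatty acid oxidation in the fasted liver. Of 24 PPARA target genes listed, 20 were measured, and in D2 none rose, 8 fell and 12 did not pass the test (11 fell when adjusted over the list alone). The median was -0.47 in D2 (camera adjusted p = 9.14e-08, and 0.273 with an estimated correlation) and -0.18 in B6, where none was called by limma over all probe sets or over the list alone (camera adjusted p = 0.151). The median interaction was -0.43 (camera adjusted p = 0.00305, and 0.75 with an estimated correlation). Of 20 measured genes of cholesterol synthesis, none rose and 2 fell in D2, with a median of 0.02 (camera adjusted p = 0.833). Of 17 of fatty acid synthesis 1 rose and 1 fell, with a median of 0.24 (camera adjusted p = 0.322). With run as a block the PPARA median in D2 was -0.43. D2 KO 1 stood apart on this list, with a mean centred log2 signal of 0.36 against -1.14 and -0.75 in D2 KO 2 and D2 KO 3. The PPARA interaction was lost without B6 KO 1 (-0.38) or D2 KO 2 (-0.17), the list passed in B6 without B6 WT 1 (-0.19), B6 KO 1 (-0.32) or D2 KO 1 (-0.18), and cholesterol synthesis passed without D2 KO 2 (-0.14). Calls were lost for *Acot3* without any 1 of D2 WT 1, D2 WT 2, D2 KO 2 and D2 KO 3 (-3.26 to -2.66) and with run as a block (-3.10) and for the interaction of *Abcd2* without any 1 of B6 WT 1, B6 WT 2, B6 WT 3, B6 KO 1, B6 KO 2, D2 WT 1, D2 WT 2, D2 KO 2 and D2 KO 3 (-2.85 to -2.47) and with run as a block (-2.68).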

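Carnitine palmitoyltransferase 1 carries long-chain fatty acids toward the mitochondrial matrix, and *Cpt1a* encodes its liver form. *Cpt1a* fell in D2 (-0.60, standard error 0.16, adjusted p = 0.0781) at its probe set with the highest signal and did not pass the test in B6 (-0.31, standard error 0.16, adjusted p = 0.479). *Cpt2*, the transferase of the inner membrane, fell in D2 (-0.54, standard error 0.11, adjusted p = 0.0293). *Acadl* and *Acadm*, dehydrogenases of long and medium chains, fell in D2, with log2 fold changes of -0.49 (standard error 0.09, adjusted p = 0.0119) and -0.50 (standard error 0.14, adjusted p = 0.0988). *Acadvl* (-0.15, adjusted p = 0.505), *Ehhadh* (-0.96, adjusted p = 0.137), *Hadha* (-0.22, adjusted p = 0.387) and *Hadhb* (-0.54, adjusted p = 0.129) of the same pathway did not pass in D2 at their probe sets with the highest signal, and *Hsd17b10* fell in B6 (-0.60, adjusted p = 0.0702). Of 28 β-oxidation genes listed, 26 were measured. In D2 none rose, 7 fell and 19 did not pass (16 fell when adjusted over the list alone), 25 were negative and the median was -0.31 (camera adjusted p = 2.57e-10, and 0.252 with an estimated correlation). In B6 none rose, 2 fell and 24 did not pass (8 fell over the list alone), 24 were negative and the median was -0.19 (camera adjusted p = 5.16e-05, and 0.466 with an estimated correlation). With run as a block the median was -0.28 in D2 and -0.11 in B6, where the call was lost, and -0.14 within the run of B6 KO 1. Calls were lost for *Cpt1a* without any 1 of B6 WT 2, D2 WT 1, D2 WT 2, D2 WT 3, D2 KO 2 and D2 KO 3 (-0.62 to -0.45) and with run as a block (-0.67), for *Cpt2* without D2 WT 1 (-0.51), D2 KO 2 (-0.43) or D2 KO 3 (-0.51) and with run as a block (-0.49), for *Acadl* with run as a block (-0.45), for *Acadm* without any 1 of B6 WT 1, B6 WT 2, B6 WT 3, B6 KO 1, B6 KO 2, B6 KO 3, D2 WT 1, D2 WT 2, D2 WT 3, D2 KO 2 and D2 KO 3 (-0.55 to -0.36) and with run as a block (-0.40) and for *Hsd17b10* without any 1 of B6 WT 1, B6 WT 2, B6 WT 3, B6 KO 1, B6 KO 2 and D2 WT 1 (-0.62 to -0.50) and with run as a block (-0.59), while *Ehhadh* (-1.40) and *Hadhb* (-0.78) passed without D2 KO 1. A second *Hadhb* probe set fell in D2 (-0.56, adjusted p = 0.0752), a call lost without any 1 of B6 WT 2, D2 WT 1, D2 WT 2, D2 WT 3, D2 KO 2 and D2 KO 3 (-0.59 to -0.44) and with run as a block (-0.52).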

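*Cyp4a10* and *Cyp4a14* encode ω-hydroxylases of fatty acids and are induced by PPARA. The 2 probe sets that Additional data file 1 pairs with *Cyp4a10* are annotated here to *Cyp4a31*, a gene of the same family, and to *Cyp4a31* and *Cyp4a10* together. That of *Cyp4a31* alone had a liver signal of 869 ± 98.4 (SD, n = 3) in wild-type and 206 ± 159 in *Hfe*-/- D2 mice, a log2 fold change of -2.38 (standard error 0.38, adjusted p = 0.0075). In B6 it was 1230 ± 133 and 656 ± 165, which did not pass the test (-0.93, standard error 0.38, adjusted p = 0.358). The shared one fell in D2 (-1.78, standard error 0.46, adjusted p = 0.0753) and did not pass in B6 (-0.24, standard error 0.46, adjusted p = 0.899). *Cyp4a14* went from 7990 ± 293 to 2180 ± 3250 in D2, a log2 fold change of -3.35 (standard error 0.78, adjusted p = 0.0491), with an SD in the knockout that exceeds its mean. In B6 its log2 fold change was -0.45 (standard error 0.78, adjusted p = 0.89), which did not pass. Calls in D2 were lost for *Cyp4a14* without any 1 of D2 WT 1, D2 WT 2, D2 WT 3, D2 KO 2 and D2 KO 3 (-3.38 to -2.34) and with run as a block (-3.30), for the shared probe set without any 1 of B6 WT 1, B6 WT 2, B6 WT 3, D2 WT 1, D2 WT 2, D2 WT 3, D2 KO 2 and D2 KO 3 (-1.82 to -1.14) and with run as a block (-1.84) and for that of *Cyp4a31* with run as a block (-2.56), and the last passed in B6 without D2 KO 1 (-0.93).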

The expression of the *Cyp4a10 *and *Cyp4a14 *genes was also repressed in *Hfe*^-/- ^mice of both strains, which could be a physiologic response in the context of the reduced fatty acid β-oxidation. With a decrease in acetyl-coenzyme A generated by decreased β-oxidation, a decrease in citrate (the first intermediate generated in the tricarboxylic acid [TCA] cycle) would be expected in the mitochondria of *Hfe*^-/- ^mice, with a subsequent slowing of the TCA cycle. Indeed, a downregulation of mitochondrial aconitase and isocitrate dehydrogenase suggests that the flux through the TCA cycle is maintained at a low level in order to adapt to the downregulated β-oxidation in these *Hfe*-deficient mice. 

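*Idh2* encodes the mitochondrial isocitrate dehydrogenase. Its log2 fold change was -0.38 (standard error 0.12, adjusted p = 0.136) in D2 liver and 0.01 (standard error 0.12, adjusted p = 0.984) in B6, neither past the test, and it passed in D2 without B6 KO 2 (-0.38), which enters only through the pooled variance. Of 18 TCA cycle genes listed, 17 were measured and none was called in either strain by limma. When adjusted over the list alone, 2 rose and 4 fell in D2, and none rose and 3 fell in B6. The median was -0.06 in D2 (camera adjusted p = 0.165) and -0.07 in B6 (camera adjusted p = 0.0852). In B6 the list passed without B6 KO 2 (-0.12).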

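*Cyp7a1* encodes the enzyme that starts the classic route from cholesterol to bile acids. Its liver signal was 1830 ± 102 (SD, n = 3) in wild-type and 855 ± 201 in *Hfe*-/- D2 mice, a log2 fold change of -1.13 (standard error 0.23, adjusted p = 0.0248), against -0.18 (standard error 0.23, adjusted p = 0.825) in B6. *Cyp39a1*, an oxysterol hydroxylase with higher expression in female mice, went from 241 ± 105 to 41.6 ± 21.4 in D2, a log2 fold change of -2.53 (standard error 0.37, adjusted p = 0.00434), against -0.20 (standard error 0.37, adjusted p = 0.9) in B6. *Cyp7b1*, the hydroxylase of the alternative route with higher expression in male mice, rose in D2 from 806 ± 328 to 4400 ± 1540 (2.45, standard error 0.40, adjusted p = 0.00885), with an interaction of 2.78 (adjusted p = 0.0973). Of 16 bile acid synthesis genes listed, all were measured, and in D2 1 rose, 2 fell and 13 did not pass the test (2 rose and 4 fell when adjusted over the list alone). The median was 0.06 in D2 (camera adjusted p = 0.833) and -0.13 in B6, where limma called none (3 fell over the list alone; camera adjusted p = 0.0852). The list passed in B6 without B6 KO 3 (-0.14). Calls in D2 were lost for *Cyp7a1* without D2 WT 1 (-1.09) or D2 KO 3 (-0.92) and with run as a block (-1.12) and for *Cyp39a1* with run as a block (-1.65), and the interaction of *Cyp7b1* without any 1 of B6 WT 1, B6 WT 2, B6 WT 3, D2 WT 1, D2 WT 2, D2 KO 2 and D2 KO 3 (2.57 to 2.84) and with run as a block (1.49).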

Interestingly, the cholesterol metabolism category is also enriched among genes downregulated by *Hfe *deficiency in D2 mice, and this mainly affects genes that are involved in the catabolism of cholesterol into bile acids (*Cyp7a1 *and *Cyp39a1*).

**Table 3:** Main genes regulated by *Hfe *deficiency in liver and pertaining to the enriched functional categories fatty acid β-oxidation and cholesterol metabolism

Gene	Protein	S-score		
		D2 KO versus WT	B6 KO versus WT	D2 WT versus B6 WT
Fatty acid β-oxidation				
*Cpt1a*	Carnitine palmitoyl transferase 1a	-2.95	-1.94	NS
*Cpt2*	Carnitine palmitoyl transferase 2	-2.59	NS	NS
*Acadm*	Acyl-CoA dehydrogenase, medium chain	-2.97	-1.80	NS
*Acadl*	Acyl-CoA dehydrogenase, long chain	-3.00	NS	NS
*Acadvl*	Acyl-CaA dehydrogenase, very long chain	-2.40	NS	NS
*Ehhadh*	Enoyl-CoA hydratase/3-hydroxyacyl-CoA dehydrogenase	-2.30	NS	NS
*Hadha*	Tripartite protein, alpha subunit	-2.08	-1.58	NS
*Hadhb*	Tripartite protein, beta subunit	-2.96	-1.90	NS
*Hadh2*	Hydroxyacyl-CoA dehydrogenase type II	NS	-4.05	-4.61
*Acox1*	Acyl-CoA oxydase 1, palmitoyl (peroxisomal)	-2.10	-1.63	-4.27
*Cyp4a10*	Cytochrome P450 4A10	-6.76	-2.46	NS
*Cpy4a14*	Cytochrome P450 4A14	-9.21	-3.09	NS
TCA cycle				
*Aco2*	Aconitase 2, mitochondrial	-2.14	-1.82	NS
*Idh2*	Isocitrate dehydrogenase 2, mitochondrial	-2.09	NS	NS
Cholesterol catabolism				
*Cyp7a1*	Cholesterol 7α-hydroxylase	-3.15	NS	NS
*Cyp39a1*	Oxysterol 7α-hydroxylase	-2.60	NS	NS

S-scores were obtained as described in Material and methods and are proportional to fold changes. Negative S-scores indicate that the genes are more highly expressed in wild-type (WT) than in knockout (KO) mice, or in WT B6 than in WT D2 mice. Variations in the expression of genes involved in the tricarboxylic acid (TCA) cycle are provided for information. CoA, coenzyme A; NS, not significant.

#### Circadian rhythm

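*Per3*, a Period gene of the circadian clock, fell in D2 liver (-1.50, standard error 0.35, adjusted p = 0.0471) and did not pass the test in B6 (-1.40, standard error 0.35, adjusted p = 0.104). *Dbp*, a transcription factor whose level follows the clock, did not pass in D2 (-1.87, standard error 0.57, adjusted p = 0.131) or B6 (-1.67, standard error 0.57, adjusted p = 0.257), nor did *Per2* (-0.55, adjusted p = 0.616 and -0.78, adjusted p = 0.479) and *Nr1d1* (-0.26, adjusted p = 0.824 and -0.84, adjusted p = 0.387), each at its probe set with the highest signal. A second *Per2* probe set, the one listed by the paper, did not pass in D2 (-1.03, adjusted p = 0.248) and fell in B6 (-1.68, adjusted p = 0.0803), a call lost without any 1 of B6 WT 1, B6 WT 2, B6 WT 3, B6 KO 1, B6 KO 2, B6 KO 3, D2 WT 1 and D2 WT 2 (-1.84 to -1.50) and with run as a block (-1.39), while that in D2 passed without D2 KO 1 (-1.40). *Arntl*, which encodes the activator BMAL1 and peaks in the opposite phase, rose in D2 by 1.34 (standard error 0.30, adjusted p = 0.0411). Of 12 clock genes of the PER and DBP phase listed, 11 were measured. In D2 none rose, 3 fell and 8 did not pass (6 fell when adjusted over the list alone), all 11 were negative and the median was -0.59 (camera adjusted p = 6.62e-06, and 0.273 with an estimated correlation). In B6 none was called (4 fell over the list alone), with a median of -0.36 (camera adjusted p = 0.0141, and 0.604 with an estimated correlation). The 5 genes of the opposite phase had a median of 1.23 in D2, where 1 rose (camera adjusted p = 0.00912, and 0.273 with an estimated correlation), and 0.33 in B6 (camera adjusted p = 0.175). The paper names *Per2*, *Per3*, *Dbp* and *Nr1d1* as lower on these arrays, and without these 4 the other 7 had medians of -0.59 in D2 (camera adjusted p = 0.000209, and 0.328 with an estimated correlation) and -0.19 in B6, where the call was lost (camera adjusted p = 0.322). The time of day at which each mouse was killed was not found in the paper or the labels of the arrays, so a difference between the groups in that time was not tested. With run as a block the PER-phase median was -0.99 in D2 and -0.33 in B6, where the call was lost, as it was without B6 WT 3 (-0.31) or B6 KO 2 (-0.19); the opposite-phase median was 1.35 in D2, and that call was lost without D2 WT 3 (1.04). Calls were lost for *Per3* without any 1 of D2 WT 1, D2 WT 2, D2 WT 3, D2 KO 2 and D2 KO 3 (-1.57 to -1.37) and *Arntl* without D2 WT 3 (1.04), D2 KO 2 (1.16) or D2 KO 3 (1.20), while *Per3* passed in B6 without B6 WT 1 (-1.67), B6 KO 3 (-1.80) or D2 KO 1 (-1.40) and *Dbp* passed in D2 without B6 KO 2 (-1.87), B6 KO 3 (-1.87) or D2 KO 1 (-2.21) and with run as a block (-2.34) and in B6 without B6 KO 3 (-2.34).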

*Hfe*^-/- ^mice of both strains exhibit reduced expression of genes encoding Period (*Per2 *and *Per3*), D site albumin promoter binding protein (*Dpb*), and the nuclear receptor subfamily 1 (*Nr1d1*). 

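*Alas2* and *Alas1* encode the erythroid and the general form of δ-aminolevulinate synthase, the enzyme that starts heme synthesis. The liver signal of *Alas2* was 832 ± 165 (SD, n = 3) in wild-type and 1900 ± 311 in *Hfe*-/- D2 mice, a log2 fold change of 1.19 (standard error 0.16, adjusted p = 0.00184). In B6 it did not pass the test (0.25, standard error 0.16, adjusted p = 0.588), and neither did the difference between strains (0.95, adjusted p = 0.148). *Alas1* fell in D2, from 4120 ± 283 to 1370 ± 1750, a log2 fold change of -2.48 (standard error 0.60, adjusted p = 0.0575), and had a log2 fold change of 0.59 (adjusted p = 0.77) in B6. Calls in D2 were lost for *Alas2* with run as a block (0.88) and for *Alas1* without any 1 of D2 WT 1, D2 WT 2, D2 WT 3, D2 KO 2 and D2 KO 3 (-2.51 to -1.69) and with run as a block (-2.59), and the interaction of *Alas2* passed without B6 WT 2 (1.11), D2 WT 3 (1.10) or D2 KO 1 (1.08).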

Although surprising, this can be related to the recent observation that the circadian clock and heme biosynthesis are reciprocally regulated in mammals [14] and may be correlated with the upregulation of δ-aminolevulinate synthase (*Alas2*) in the liver of these mice.

#### Other variations of potential interest

*Hfe*^-/- ^D2 mice exhibit increased expression of the gene encoding 3β-hydroxysteroid dehydrogenase (*Hsd3b5*), which is thought to be involved in the inactivation of steroid hormones, for example dihydrotestosterone [15]. They also exhibit induction of the dopachrome tautomerase gene (*Dpt*), which affects pigmentation [16]. It would be interesting to investigate whether these variations in gene expression are related to the deficit in testosterone and melanodermia observed in patients with severe hemochromatosis.

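*Hsd3b5* is expressed at higher levels in livers of male mice than of female mice. Its signal was 180 ± 116 (SD, n = 3) in wild-type and 2480 ± 1320 in *Hfe*-/- D2 mice, a log2 fold change of 3.77 (standard error 0.62, adjusted p = 0.00884), against 0.25 (standard error 0.62, adjusted p = 0.925) in B6. *Hsd3b2* of the same family rose in D2 by 1.90 (standard error 0.27, adjusted p = 0.00303). The interaction did not pass for *Hsd3b5* (3.53, adjusted p = 0.173) or *Hsd3b2* (1.71, adjusted p = 0.126). It passed for *Hsd3b5* without B6 KO 1 (4.25) or D2 KO 1 (4.11) and for *Hsd3b2* without D2 KO 1 (2.09), and *Hsd3b2* was no longer called in D2 with run as a block (1.58).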

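*Dct*, the symbol of dopachrome tautomerase, had a liver signal of 155 ± 15.9 (SD, n = 3) in wild-type and 511 ± 127 in *Hfe*-/- D2 mice, a log2 fold change of 1.70 (standard error 0.33, adjusted p = 0.0216). In B6 the log2 fold change was 0.78 (standard error 0.33, adjusted p = 0.383), and the difference between strains did not pass the test (0.92, adjusted p = 0.55). The call for *Dct* in D2 was lost with run as a block (1.58), and the interaction passed without B6 KO 3 (1.44).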

### Enriched functional categories in the duodenum of *Hfe*-deficient mice

As shown in Table 4, there was no clearly enriched functional categories among the 177 genes (cluster 1) that were induced in #*Hfe*^-/- ^D2 mice. Conversely, there was significant enrichment of genes involved in the immune defense among the 131 genes that were repressed in the same mice (cluster 3), particularly for genes involved in apoptosis (*Casp4*, *Cdca7l*, *Ifit1 *and *Ifit2*, *Oasl2*, and *Scotin*), innate antiviral or antimicrobial activity (*Defcr4*, *Ddx58*, and *Lzp-s*), and B and T cell mediated immune response (*Mpa2l*, *Psme1*, *Trfrsf13b*, and *Tnfrsf17*). This suggests a link between the control of iron metabolism and the immune system that should be explored.

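Among the genes that rose in D2 duodenum was *Arntl*, the BMAL1 gene (0.94, standard error 0.12, adjusted p = 0.0111), and among those that fell was *Dbp* (-1.78, standard error 0.24, adjusted p = 0.0145); neither interaction with strain passed the test (0.83, adjusted p = 0.206 and -1.54, adjusted p = 0.227). The 5 listed clock genes of the BMAL1 phase had a median of 0.60, 1 of them called (camera adjusted p = 0.0081, and 0.365 with an estimated correlation), and the 11 of the PER and DBP phase one of -0.37, 1 of them called as a decrease (camera adjusted p = 0.00211, and 0.365 with an estimated correlation). Of 18 targets of HIF2 and hypoxia, *Cybrd1*, which the paper reports as induced on these arrays, rose, none fell and 17 did not pass (also 1 when adjusted over the list alone), with a median of 0.17 (camera adjusted p = 0.00953, and 0.365 with an estimated correlation). With the genes named by the paper left out, neither the PER phase (-0.33 over 7 genes, camera adjusted p = 0.174) nor the HIF2 targets (0.11 over 15, camera adjusted p = 0.174) passed. Of 26 β-oxidation genes none was called by limma, with a median of 0.10 (camera adjusted p = 0.0197, and 0.365 with an estimated correlation). With run and fluidics station as a block the medians were 0.40 for the BMAL1 phase and 0.16 for the HIF2 targets, both no longer called, and -0.78 for the PER phase. The BMAL1 call was lost without D2 WT 2 (0.49) or D2 KO 1 (0.47), the PER call without D2 WT 3 (-0.25), and the interaction of *Arntl* passed without D2 KO 1 (0.81).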

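*Ifit1*, *Ifit2* and *Oasl2* are induced by interferon and act against viral RNA. In D2 duodenum their log2 fold changes were -1.86 (standard error 0.67, adjusted p = 0.304), -0.91 (standard error 0.47, adjusted p = 0.481) and -1.70 (standard error 0.51, adjusted p = 0.235), none past the test. *Ddx58*, which encodes the viral RNA sensor RIG-I (-0.57, adjusted p = 0.355), *Psme1*, a proteasome activator (-0.39, adjusted p = 0.329), and *Tnfrsf17* (-0.84, adjusted p = 0.279) and *Tnfrsf13b* (-0.85, adjusted p = 0.322), receptors of plasma and B cells, did not pass, nor did *Cdca7l* (0.08, adjusted p = 0.89). *Casp4*, an inflammatory caspase, fell (-0.75, standard error 0.14, adjusted p = 0.0808). Of 34 interferon-stimulated genes listed, 30 were measured, and limma called none over all probe sets (17 fell when adjusted over the list alone). All 30 were negative, with a median of -0.92 (camera adjusted p = 6.86e-11, and 0.441 with an estimated correlation), and in B6 the median was 0.19 (camera adjusted p = 0.00456, and 0.955 with an estimated correlation). The median interaction was -1.13 (camera adjusted p = 9.87e-12, and 0.63 with an estimated correlation). Within the run and fluidics station of D2 WT 3 and the D2 KO arrays the median was -0.54 (0.000915 as camera's adjusted p), and the interaction was -0.26 and no longer called. Without B6 KO 2 the interaction was -0.53 and still called. The call for *Casp4* was lost without any 1 of B6 WT 2, B6 WT 3, B6 KO 1, B6 KO 3, D2 WT 1, D2 WT 3, D2 KO 2 and D2 KO 3 (-0.75 to -0.66) and with run as a block (-0.75), and without B6 KO 2 *Ifit1*, *Oasl2* and *Ddx58* passed at the same log2 fold changes. Without D2 KO 1, *Tnfrsf17* (-1.17) and *Tnfrsf13b* (-1.23) passed, and in B6 the interferon median was -0.27 without B6 KO 2.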

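Lists of Paneth cell, pancreatic acinar and crypt markers had negative medians in D2 duodenum, as lists of immune genes did. D2 KO 1 lay apart from D2 KO 2 and D2 KO 3 on several of these lists. For smooth muscle, only the 4 genes with the smallest adjusted p of the 11 listed are given. *Des* (0.42), *Mylk* (0.20), *Smtn* (0.23) and *Synpo2* (0.22) had positive log2 fold changes in D2, none past the test. These 4 values do not show how that cell type moved. Of 11 measured B and plasma cell genes, 8 fell when adjusted over the list alone, with a median log2 fold change of -0.85 (camera adjusted p = 3.27e-05, and 0.371 with an estimated correlation). Of 7 Paneth cell genes, which encode antimicrobial peptides and enzymes of the crypt base, all 7 fell over the list alone, with a median of -1.36 (camera adjusted p = 5.22e-05, and 0.365 with an estimated correlation). The 13 pancreatic acinar genes had a median of -2.73 (camera adjusted p = 3.27e-05, and 0.463 with an estimated correlation), the 12 T and NK cell genes -0.58 (camera adjusted p = 0.000726, and 0.463 with an estimated correlation) and the 17 crypt and proliferation genes -0.33 (camera adjusted p = 9.03e-06, and 0.365 with an estimated correlation). None of these lists held a gene called in D2 over all probe sets by limma. The mean centred log2 signal of B and plasma cell genes was 0.45 in D2 KO 1 against -0.59 and -1.08 in D2 KO 2 and D2 KO 3, and that of Paneth cell genes 0.77 against -1.06 and -1.49. The paper proposes a link between the control of iron metabolism and the immune system from the enrichment of immune genes among the repressed genes. Within the fluidics station of D2 WT 3 the medians were -0.76 for B and plasma cells, -0.89 for Paneth cells, -3.58 for pancreatic genes, -0.98 for T and NK cells and -0.13 for crypt genes, the last no longer called. The T and NK list was also not called without D2 WT 3 (-0.34).

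**Figure D4:**
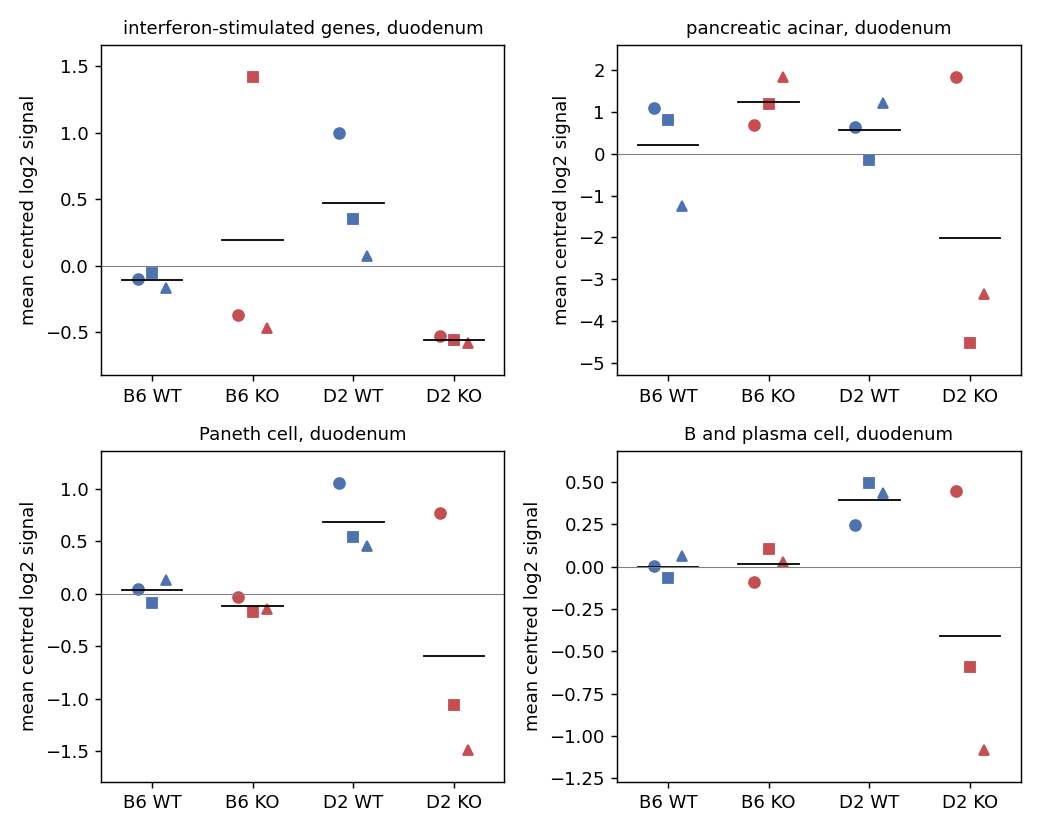
Mean centred log2 signal (y axis) of 4 gene lists on each duodenum array, by strain and genotype. Circles, squares and triangles are replicates 1, 2 and 3 and bars are group means; D2 KO 2 and D2 KO 3 lie under D2 KO 1 for the pancreatic, Paneth cell and B and plasma cell lists, while all 3 D2 KO arrays lie close together for the interferon list.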

**Table 4:** Functional categories over-represented in clusters of genes similarly regulated by *Hfe *disruption in duodenum

Category	Term	*n*	EASE score
Cluster 1 (209 Affy IDs [177 genes])			
	No functional category overrepresented		
Cluster 3 (141 Affy IDs [131 genes])			
GOTERM_BP	Defense response	21	1.6 × 10^-7^
GOTERM_BP	Induction of apoptosis	6	1.7 × 10^-3^

Affymetrix probesets in the different k-means clusters shown in Additional data file 2 were compared with Affymetrix MG-430 2.0 probe sets for over-representation of gene categories, using the DAVID (Database for Annotation, Visualization, and Integrated Discovery) functional annotation tool. The Category column shows the original database/resource from which the terms originate. The Term column indicates enriched terms associated with the gene list. The *n *column indicates the number of genes involved in the term. The expression analysis systematic explorer (EASE) score is a modified Fisher exact *P *value [51]. BP, biological process; GO, Gene Ontology.

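*Slc39a4* encodes ZIP4, the transporter that takes up dietary zinc at the enterocyte surface. Its duodenal signal was 606 ± 31.2 (SD, n = 3) in wild-type and 1140 ± 138 in *Hfe*-/- D2 mice, a log2 fold change of 0.90 (standard error 0.12, adjusted p = 0.0145). In B6 it was 0.42 (standard error 0.12, adjusted p = 0.873), and the difference between strains did not pass the test (0.48, adjusted p = 0.392). *Slc39a14*, or ZIP14, a transporter of zinc and iron, did not pass in D2 (0.46, standard error 0.13, adjusted p = 0.212). *Slc11a2*, the DMT1 importer of ferrous iron, had a log2 fold change of 1.14 (standard error 0.44, adjusted p = 0.337) in D2 and the exporter gene *Slc40a1* one of 0.26 (standard error 0.11, adjusted p = 0.354), neither past the test. Of 25 genes of zinc, copper and other metal transport listed, 2 vitamin C transporter genes among them, *Slc39a4* rose, none fell and 24 did not pass (9 rose when adjusted over the list alone). The median was 0.11 in D2 (camera adjusted p = 0.0155, and 0.365 with an estimated correlation) and 0.03 in B6 (camera adjusted p = 0.642), with a median interaction of 0.17 (camera adjusted p = 0.12). The list holds 6 genes that the paper names, among them some it reports as induced on these arrays, and the other 19 had a D2 median of 0.01 and were not called (camera adjusted p = 0.622). With run and fluidics station as a block the D2 median was 0.14, and the call was lost without D2 WT 3 (0.13). *Slc39a14* passed without D2 KO 1 (0.59).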

Although mRNAs for duodenal iron transporters were not found to be significantly upregulated, expression levels of other metal ion transporters were increased in duodenum of *Hfe*^-/- ^D2 mice, most notably the zinc transporters *Slc39a4 *and *Slc39a14*. 

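*Slc31a1* encodes CTR1, the high-affinity copper importer, and *Slc23a2* the vitamin C transporter SVCT2. In D2 duodenum *Slc31a1* had a log2 fold change of 0.52 (standard error 0.13, adjusted p = 0.158) and *Slc23a2* one of 0.50 (standard error 0.14, adjusted p = 0.192), neither past the test. In B6 the values were 0.11 (standard error 0.13, adjusted p = 0.947) and 0.20 (standard error 0.14, adjusted p = 0.888). Both passed in D2 without D2 KO 1, at 0.61 and 0.64. For each gene the signals of the 3 D2 KO mice lay above those of the 3 D2 WT mice, as 10% of genes would by chance in one direction or the other.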

The copper transporter *Slc31a1 *and, more anecdotally, the sodium-dependent vitamin C transporter *Slc23a2 *(previously observed to be increased in response to dietary iron deprivation [17]) were also induced in D2 mice lacking *Hfe*. In addition, *Hfe*^-/- ^D2 mice had increased expression of the mucin (*Muc3*) and spermin synthase (*Sms*) genes, which encode proteins that both may modulate iron uptake [18,19].

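The *Muc3* signal was 1190 ± 364 (SD, n = 3) in wild-type and 3940 ± 1460 in *Hfe*-/- D2 duodenum, a log2 fold change of 1.70 (standard error 0.27, adjusted p = 0.038). In B6 it was 0.05 (standard error 0.27, adjusted p = 0.991), and the difference between strains did not pass the test (1.65, adjusted p = 0.232). The probe set that Additional data file 2 pairs with *Sms* carries several gene symbols. Its signal was 131 ± 7.24 in wild-type and 211 ± 58.9 in *Hfe*-/- D2 mice, a log2 fold change of 0.65 (standard error 0.22, adjusted p = 0.281) that did not pass, against -0.13 (standard error 0.22, adjusted p = 0.964) in B6. The call for *Muc3* was lost without D2 KO 2 (1.48) or D2 KO 3 (1.57), and its interaction passed without D2 KO 1 (2.00).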

### Changes in expression of genes encoding proteins of iron metabolism

The Affymetrix GeneChip^® ^Mouse Genome 430 2.0 arrays contain probe sets for the transcripts of all the genes directly or indirectly involved in iron metabolism [20]. Significant alterations in their expression in liver or duodenum of *Hfe*^-/- ^mice and gene expression differences between wild-type strains are summarized in Table 5. Specifically in the D2 strain, *Hfe *disruption induces expression of the *Cybrd1 *gene in duodenum; this gene encodes Dcytb, which converts dietary ferric iron into its ferrous form for transport. 

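*Tfrc* encodes transferrin receptor 1, whose mRNA is degraded when cells hold much iron. In liver it fell in D2 (-1.25, standard error 0.25, adjusted p = 0.0243) and did not pass the test in B6 (-0.95, standard error 0.25, adjusted p = 0.129), and in duodenum it did not pass in D2 (-0.87, standard error 0.19, adjusted p = 0.108). *Lcn2*, whose product binds bacterial siderophores, fell in D2 liver (-1.38, standard error 0.38, adjusted p = 0.0963), against -0.29 (adjusted p = 0.833) in B6. *Hjv*, which encodes hemojuvelin, the co-receptor that raises hepcidin, did not pass in D2 (0.29, adjusted p = 0.338) or B6 (-0.24, adjusted p = 0.486). Of 30 genes of iron metabolism listed, 27 were measured, *Hfe* itself among them, so that 1 of the falls and part of the mean and of camera's call in each comparison come from the disrupted gene. In liver of D2 mice none rose, 5 fell and 22 did not pass (3 rose and 8 fell when adjusted over the list alone), with a median of -0.06 and a mean of -0.33 (camera adjusted p = 0.0248, and 0.273 with an estimated correlation). The 13 that the paper does not name had a median of 0.05 there and were not called (camera adjusted p = 0.832). In B6 liver 1 rose and 1 fell (4 and 2 over the list alone), with a median of -0.01 (camera adjusted p = 0.674). In D2 duodenum 1 rose and 1 fell (8 and 2 over the list alone), with a median of 0.24 (camera adjusted p = 0.223). The D2 liver list had a median of -0.09 with run as a block and 0.02 without D2 KO 1, where it was not called, and the duodenal list passed without D2 WT 3 (0.39). The call for *Lcn2* was lost without any 1 of B6 WT 1, B6 WT 2, B6 WT 3, D2 WT 1, D2 WT 2, D2 WT 3, D2 KO 2 and D2 KO 3 (-1.55 to -1.13) and with run as a block (-1.80), while *Hjv* passed in D2 without D2 KO 1 (0.43) and duodenal *Tfrc* passed without B6 KO 2 (-0.87), D2 WT 3 (-1.14) or D2 KO 1 (-0.97).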

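The *Cybrd1* signal in duodenum was 267 ± 53.7 (SD, n = 3) in wild-type and 2350 ± 616 in *Hfe*-/- D2 mice, a log2 fold change of 3.13 (standard error 0.50, adjusted p = 0.0386). In B6 it was 445 ± 199 and 716 ± 437, a log2 fold change of 0.53 (standard error 0.50, adjusted p = 0.921), and the interaction did not pass the test (2.60, standard error 0.71, adjusted p = 0.306). Of 17 genes of duodenal iron absorption listed, 15 were measured. In D2, 3 rose, *Hfe* itself fell and 11 did not pass (10 rose and 2 fell when adjusted over the list alone), with a median of 0.38 (camera adjusted p = 0.000543, and 0.365 with an estimated correlation). The 3 were *Slc39a4*, *Muc3* and *Cybrd1*, which the paper reports as induced on these arrays, so the list's median and tests rest in part on genes chosen for this pattern and are not independent evidence. In B6 none rose and *Hfe* fell, with a median of 0.00 (camera adjusted p = 0.982). The median interaction was 0.48 (camera adjusted p = 0.0017, and 0.63 with an estimated correlation). Over the 5 genes not named by the paper the D2 median was 0.26 (camera adjusted p = 0.0339, and 0.51 with an estimated correlation) and the interaction 0.40, no longer called (camera adjusted p = 0.0696). Within the run and fluidics station of D2 WT 3 and the D2 KO arrays the D2 median was 0.23, and with that block the interaction was 0.28 and no longer called. The call for *Cybrd1* was lost without D2 WT 1 (3.00), D2 KO 2 (3.15) or D2 KO 3 (2.93).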

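Iron stored in liver sits in ferritin, and ferroportin releases it. The probe set that Additional data file 1 pairs with *Ftl1*, the ferritin light chain gene, carries several gene symbols. Its signal was 7720 ± 298 (SD, n = 3) in wild-type and 9120 ± 662 in *Hfe*-/- D2 mice, a log2 fold change of 0.24 (standard error 0.12, adjusted p = 0.403), and 6960 ± 318 and 8540 ± 1370 in B6, 0.28 (standard error 0.12, adjusted p = 0.37), neither past the test. The *Slc40a1* probe set with the lower signal, the less variable of its pair, rose from 1220 ± 101 to 1790 ± 68.3 in D2, 0.55 (standard error 0.09, adjusted p = 0.00985). In B6 it rose from 716 ± 52.7 to 1250 ± 118, 0.80 (standard error 0.09, adjusted p = 0.000951).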

In the liver, *Hfe*-deficient mice of both strains exhibit upregulated expression of the gene encoding the ferritin light chain, which is responsible for cytosolic iron storage, and of the ferroportin gene, which is consistent with the notion that this protein plays a protective role by facilitating the release of excess iron [21]. Somewhat unexpectedly, we observed significant downregulation of the sideroflexin gene (*Sfxn2*) and upregulation of the mitoferrin gene (*Slc25a37*) and the Bcrp gene (*Abcg2*), which encode three molecules that are involved in the mitochondrial import/traffic of iron and heme export. Also worthy of mention are several strain-specific modifications of the messengers of some regulators of iron metabolism in *Hfe*-deficient mice. 

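*Sfxn2*, a sideroflexin of the inner mitochondrial membrane, did not pass the test in D2 (-0.34, standard error 0.13, adjusted p = 0.259) or B6 (-0.23, standard error 0.13, adjusted p = 0.525). *Slc25a37*, which encodes mitoferrin-1, rose in B6 by 0.77 (standard error 0.15, adjusted p = 0.037) and did not pass in D2 (0.27, standard error 0.15, adjusted p = 0.458). *Abcg2*, a transporter of porphyrins and drugs, rose in D2 by 1.02 (standard error 0.17, adjusted p = 0.00985) and did not pass in B6 (0.04, standard error 0.17, adjusted p = 0.955), with an interaction that did not pass either (0.98, adjusted p = 0.179). Of 20 genes of mitochondrial iron traffic listed, 17 were measured. In D2, 1 rose, none fell and 16 did not pass (4 rose and 3 fell when adjusted over the list alone), with a median of 0.13 (camera adjusted p = 0.296). In B6, 1 rose, 1 fell and 15 did not pass, with a median of -0.04 (camera adjusted p = 0.604). The call for *Slc25a37* was lost without B6 WT 1 (0.69), B6 WT 2 (0.79) or B6 KO 1 (0.73), and the interaction of *Abcg2* passed without B6 KO 1 (1.19) or D2 KO 1 (1.04).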

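Hepcidin, the hormone that blocks iron release through ferroportin, is encoded by *Hamp*, and *Hamp2* is its duplicate in mice. In wild-type liver the *Hamp* signal was 9920 ± 300 (SD, n = 3) in B6 and 4710 ± 502 in D2, a strain difference of -1.08 (standard error 0.18, adjusted p = 0.00105), and the *Hamp2* signal was 2610 ± 613 and 13300 ± 275, a difference of 2.37 (standard error 0.19, adjusted p = 9.98e-07). In *Hfe*-/- D2 mice *Hamp* fell to 1620 ± 467, a log2 fold change of -1.58 (standard error 0.18, adjusted p = 0.000397), and *Hamp2* to 5050 ± 1480, -1.43 (standard error 0.19, adjusted p = 0.00182). In B6 neither passed the test, with -0.05 (standard error 0.18, adjusted p = 0.946) for *Hamp* and 0.49 (standard error 0.19, adjusted p = 0.325) for *Hamp2*. The difference between strains in the knockout effect passed for *Hamp* (-1.53, standard error 0.25, adjusted p = 0.0253) and *Hamp2* (-1.92, standard error 0.27, adjusted p = 0.00935). By quantitative PCR the paper found both falls in the mice of the arrays, but only a trend in further D2 mice. The size of the falls therefore rests on the arrayed mice. BMP receptors and SMAD proteins induce hepcidin, and of 21 genes of this pathway listed, all measured, none rose, 3 fell and 18 did not pass in D2. *Hamp* and *Hamp2* are 2 of the 3 that fell, so the count and the mean largely repeat the change in hepcidin itself. The third was *Id1* (-0.86, standard error 0.24, adjusted p = 0.093), whose interaction did not pass the test (-1.05, adjusted p = 0.287). The 21 genes had a median of 0.04 and a mean of -0.15 in D2 (camera adjusted p = 0.322), and in B6, where limma called none over all probe sets or over the list alone, the median was 0.09 (camera adjusted p = 0.337). With run as a block the strain difference of *Hamp* (-0.97) and the interaction of *Hamp2* (-1.70) were no longer called, and the interaction of *Hamp* was lost without D2 WT 1 (-1.47) or D2 WT 2 (-1.49) and with run as a block (-1.50).

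**Figure D5:**
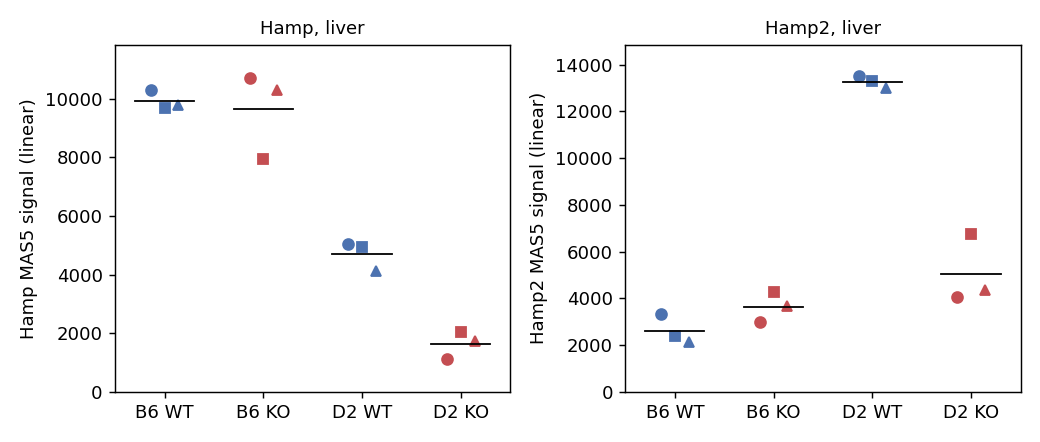
Signal (MAS5 signal, linear scale) of *Hamp* and *Hamp2* on each liver array, by strain and genotype. Circles, squares and triangles are replicates 1, 2 and 3 and bars are group means, and all 3 D2 KO arrays lie under all 3 D2 WT arrays for both genes.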

First, we confirmed that wild-type B6 and D2 diverge in terms of the amounts of the two hepcidin messengers, namely *Hamp1 *and *Hamp2 *[22], and we observed a downregulation of the two genes in *Hfe*^-/- ^D2 mice. Conversely, we observed significant upregulation of the gene encoding the upstream transcription factor *Usf2*, which was recently found to be involved in the control of hepcidin expression [23], in the B6 strain. 

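The liver signal of *Usf2* was 119 ± 17 (SD, n = 3) in wild-type and 179 ± 32.3 in *Hfe*-/- B6 mice, a log2 fold change of 0.58 (standard error 0.17, adjusted p = 0.171) that did not pass the test. In D2 it was 122 ± 13.4 and 92.5 ± 13.4, a log2 fold change of -0.41 (standard error 0.17, adjusted p = 0.299). The difference between the strains did not pass either (-0.99, standard error 0.24, adjusted p = 0.157), though it passed without B6 KO 3 (-1.15). All 3 B6 KO signals lay above all 3 B6 WT signals, as 10% of genes would by chance in one direction or the other.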

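Smad4 is the common partner of the SMAD proteins through which BMP signals induce hepcidin. At the probe set that Additional data file 3 gives with the scores of Table 5, its liver signal was 265 ± 33.3 (SD, n = 3) in wild-type B6 mice and 147 ± 19.5 in wild-type D2 mice, a log2 difference, D2 against B6, of -0.85 (standard error 0.13, adjusted p = 0.00068). In duodenum the signals were 593 ± 78 and 306 ± 41.5, a difference of -0.96 (standard error 0.12, adjusted p = 0.000218). At the *Smad4* probe set with the highest signal the liver values were 901 ± 44.3 and 867 ± 36.3, and the log2 difference of -0.06 (standard error 0.08, adjusted p = 0.786) did not pass the test, so the strain difference was not shared by the probe sets of the gene. The calls of the listed probe set were lost with run as a block (-0.80 in liver and -1.12 in duodenum).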

Finally, and worthy of note within the context of modifiers of iron loading severity, wild-type D2 mice have significantly lower expression of the Smad4 transcription factor, also involved in the control of hepcidin expression, than wild-type B6 mice.

**Table 5:** Changes in expression of genes involved in iron metabolism

Gene	Protein	Major biochemical activity	Role	Organ	S-score		
					
					D2 KO versus D2 WT	B6 KO versus B6 WT	D2 WT versus B6 WT
Iron storage							
*Ftl1*	Ferritin L chain	Fe mineralization	Cytosolic storage	Liver	+1.70	+2.24	NS
Iron transport							
*Slc40a1*	Ferroportin	Membrane transporter	Cellular export	Liver	+3.18	+4.89	+3.94
*Abcg2*	Bcrp	Membrane transporter	Possible mitochondrial heme export	Liver	+2.97	NS	NS
*Sfxn2*	Sideroflexin2	Membrane transporter	Mitochondrial traffic	Liver	-2.38	-2.16	NS
*Slc25a37*	Mitoferrin	Membrane transporter	Mitochondrial traffic	Liver	NS	+2.28	NS
*Lcn2*	Lipocalin2	Siderophore iron binding	Traffic of siderophore-bound iron	Liver	-2.91	NS	NS
Receptors							
*Tfrc*	Transferrin receptor1	Transferrin binding	Transferrin iron uptake	Duodenum	-2.07	NS	NS
*Lrp1*	LRP/CD91	Hemoplexin receptor	Hemoplexin uptake	Liver	NS	-2.03	NS
Regulators							
*Ireb2*	IRP2	RNA binding	Control of cellular iron	Duodenum	+2.26	NS	-2.64
*Hamp1*	Hepcidin 1	Ferroportin binding	Control of systemic iron	Liver	-6.27	NS	-3.57
*Hamp2*	Hepcidin 2	?	?	Liver	-3.40	NS	+3.36
*Hfe*	HFE	TfR1 binding	?	Liver	-7.96	-8.96	-3.16
				Duodenum	-5.70	-7.32	NS
*Hfe2*	HJV	Neogenin binding	Control of hepcidin expression	Liver	NS	-2.01	NS
*Fxn*	Frataxin	Iron binding	Chaperon for Fe-S synthesis	Liver	NS	NS	-3.09
*Smad4*	Smad4	Transcription factor	Control of hepcidin expression	Liver	NS	NS	-3.59
				Duodenum	NS	NS	-5.05
*Usf2*	Usf2	Transcription factor	Control of hepcidin expression	Liver	NS	+2.08	NS
Oxidoreductases							
*Cybrd1*	Dcytb	Fe(III) reduction	Facilitates duodenal transport by DMT1	Duodenum	+2.97	NS	NS

Iron metabolism genes are cited in this table where significant expression variations in *Hfe*^-/- ^mice (knockout [KO]) or expression differences between wild-type (WT) strains were detected. S-scores were obtained as described in Material and Methods and are proportional to fold changes. Positive S-scores indicate that the genes are more highly expressed in KO than in WT mice, or in WT D2 than in WT B6 mice. NS, not significant.

### Confirmation of differential gene expression by quantitative PCR

Quantitative real-time PCR was performed on 21 genes expressed in the liver and four genes expressed in the duodenum. The selection of these genes was based on different criteria. The first group included genes of an enriched functional category identified using the DAVID annotation tool (*Aox1*, *Ftl1*, *Fpn1*, *Hmox1*, *Vnn1*, *Por*, *Cpt1a*, *Aco2*, *Cyp7a1*, and *Hsd3b5*). The second group of genes encode proteins of iron or heme metabolism, and their expression was either induced or repressed in *Hfe*^-/- ^mice (*Hfe2*, *Hamp1*, *Hamp2*, *Usf2*, *Lcn2*, *Sfxn2*, *Alas2*, *Slc25a37*, and *Abcg2*). The third group encode proteins that might modulate iron absorption in the duodenum (*Dcytb*, *Slc39a4*, and *Muc3*). The fourth group includes genes that, although their involvement in iron metabolism regulation cannot be assumed, were highly regulated in liver (*Lcn13 *and *Fmo3*) or duodenum (*Clca4*) of *Hfe*^-/- ^mice. A further 20 mice that were not analyzed using Affymetrix arrays (five per genotype/strain combination) were included in the analysis to test the validity of the results.

Concordant results were obtained for 24 out of 25 genes selected. Downregulation of the hemojuvelin gene (*Hfe2*) in *Hfe*^-/- ^B6 mice was not confirmed. Downregulation of *Lcn2*, *Hamp1*, and *Hamp2 *in *Hfe*^-/- ^D2 mice was confirmed in the samples used for Affymetrix array hybridizations but not in the additional samples used for validation, although a trend toward downregulation was observed in the validation set for *Hamp1 *and *Hamp2*. The upregulation of *Usf2 and Slc25a37*, originally found only in the liver of *Hfe*^-/- ^B6 mice, was observed by quantitative PCR in both strains. Interestingly, *Lcn13 *and *Fmo3 *- which had highly significant S-scores of 11.06 and -6.66, respectively, in the liver of *Hfe*^-/- ^D2 mice - were confirmed to be regulated by *Hfe *deficiency in both datasets. 

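The probe set the paper calls *Lcn13* is annotated to *Obp2a*, an odorant-binding protein of the lipocalin family. Its liver signal was 59.3 ± 4.25 (SD, n = 3) in wild-type and 822 ± 28.6 in *Hfe*-/- D2 mice, a log2 fold change of 3.80 (standard error 0.35, adjusted p = 6.37e-05), the largest rise among the D2 genes eligible to be named. In B6 the signal was 24.5 ± 11.4 and 31.4 ± 18.8, a log2 fold change of 0.31 (standard error 0.35, adjusted p = 0.802). The difference between strains was 3.49 (standard error 0.49, adjusted p = 0.0103), and its call was lost with run as a block (3.41). The B6 signals were near background, so the size of this difference was poorly measured.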

Because neither of these two genes is regulated by dietary iron content in wild-type mice (data not shown), these variations appear specific to *Hfe *disruption and warrant further investigation.

### Correlation of expression profiling with studies on *Hfe *modifiers

Differences in liver or duodenal expression of specific genes between B6 and D2 wild-type mice could contribute to the divergent phenotypes induced by *Hfe *disruption in the two strains. 

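In liver *Ifi202b*, an interferon-inducible gene, was 6.94 higher on the log2 scale in wild-type D2 than in wild-type B6 mice (standard error 0.85, adjusted p = 7.24e-05), and *Corin*, a protease that activates natriuretic peptide, 5.88 (standard error 0.53, adjusted p = 3.37e-06). *Nlrp12*, an inhibitor of inflammatory signaling, had a D2 against B6 difference of -7.09 (standard error 0.43, adjusted p = 5.77e-08), and *Nnmt*, which methylates nicotinamide, one of -4.41 (standard error 0.37, adjusted p = 1.75e-06). In duodenum *H2-Ea*, an MHC class II gene that B6 mice do not express, differed by 5.11 (standard error 0.22, adjusted p = 3.64e-08), and *Ang*, which encodes a ribonuclease, by -4.95 (standard error 0.30, adjusted p = 5.26e-07). The signal was near background or lower in B6 for *Ifi202b*, *Corin* and *H2-Ea* (21.5 ± 4.69) and in D2 for *Nlrp12* and *Ang*, so for these the direction was measured but the size of the difference was not. Wild-type D2 and B6 mice, 3 of each, were compared in the fits described for *Hfe*-/- mice, and probe sets were called at an adjusted p of at most 0.01. In liver 553 were higher and 670 lower in D2 (5776 at an unadjusted p under 0.05), in duodenum 359 and 587 (5082 unadjusted). Together 1800 differed in 1 tissue or both, 369 of them in both and 366 of those in the same direction. A probe with a base that differs between the strains gives a lower signal in the strain that lacks the match, so a strain difference at 1 probe set may reflect sequence. In liver the *Ang* probe sets disagreed in direction, with 0.66 at that of highest signal and -5.17 and -1.80 at others. Interferon-stimulated genes were higher in D2 liver, with 8 of 30 called and a median of 0.78 (camera adjusted p = 6.98e-09, and 0.434 with an estimated correlation), and cholesterol synthesis genes had a median of 0.46 (camera adjusted p = 0.0289, and 0.662 with an estimated correlation). The liver count was 790 without B6 WT 1, 754 without B6 WT 2, 760 without D2 WT 1 and 791 without D2 WT 2, and 545 with run as a block, and the duodenum count was 616 without B6 WT 3 and 104 with run as a block. In duodenum all wild-type B6 arrays were of 1 run and all wild-type D2 arrays of another, so strain goes with run there. The block separates them only through the B6 KO arrays, the only group found in both runs.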

We therefore established a list of the 1,538 transcripts with differential expression between wild-type D2 and B6 mice (Additional data file 3). In order to relate genomic results to severity of hemochromatosis, we first identified 210 genes exhibiting differences in basal expression between strains or with expression regulation in response to *Hfe *disruption, which reside within the five *Hfe*-modifier regions that we previously mapped on chromosomes 3, 7, 8, 11, and 12 [10]. To identify those that could be potential candidates for disease severity, we used the WebQTL interface to map the loci that regulate the expression of these genes. The information necessary to map these regulatory loci was available for a subset of 139 of these 210 genes.

We found that two genes on chromosome 3, four on chromosome 7, six on chromosome 8, 17 on chromosome 11, and one on chromosome 12 exhibited highly significant evidence for *cis *regulation (for regulation by a polymorphic variant between B6 and D2 mice located in the region of the gene itself; Table 6). None of them, except for *Hamp*, has yet been implicated in iron metabolism.

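*Pttg1*, the securin that holds sister chromatids together, was lower in wild-type D2 than B6 liver (178 ± 11 against 2370 ± 213, SD, n = 3), a log2 difference of -3.73 (standard error 0.13, adjusted p = 1.47e-10). *Sae1*, a subunit of the enzyme that activates SUMO, was higher in D2 (2.04, standard error 0.11, adjusted p = 1.72e-08), as was *Asgr2*, a subunit of the asialoglycoprotein receptor of hepatocytes (2.31, standard error 0.19, adjusted p = 1.44e-06). *Tbcb*, a tubulin-folding cofactor, was lower in D2 (-1.44, standard error 0.13, adjusted p = 4.21e-06). *Rabep1*, an effector of endosome fusion, rose in *Hfe*-/- D2 liver by 0.48 (standard error 0.13, adjusted p = 0.0925), and the call was lost without any 1 of B6 WT 1, B6 WT 2, B6 WT 3, B6 KO 3, D2 WT 1, D2 WT 2, D2 WT 3, D2 KO 2 and D2 KO 3 (0.38 to 0.53) and with run as a block (0.43). These genes are among those of Table 6, which were chosen by the study on these arrays, so their values are not independent evidence. The paper reasons that a gene of a modifier region whose expression differs between strains, or changes with *Hfe* disruption, is a potential candidate where its expression is regulated in *cis*.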

**Table 6:** Genes differentially expressed between wild-type strains or regulated by *Hfe deficiency*, located within the chromosomal regions containing *Hfe*-modifiers, and with evidence for *cis *regulation

Gene name	Chromosome	Position (Mb)	Type	Position of linkage peak (Mb) for *cis *regulator	Max LRS for *cis *regulator
*Clca2*	3	144.73	D	144.70 to 144.94	46.7
*Lphn2*	3	148.87	S	149.36 to 151.27	15.5
*Uble1a*	7	15.49	S	15.19 to 15.53	51.53
*Ckap1*	7	29.93	S	29.49 to 30.12	53.8
*Hamp1/Hamp2*	7	30.63	L, S	30.43 to 34.11	18.9
*Fxyd5*	7	30.74	D	34.41 to 34.62	15.2
*Gpsn2*	8	86.46	S	83.77 to 85.83	15.2
*Ddx39*	8	86.61	L	86.07 to 88.74	12.7
*2410018C20Rik*	8	87.14	S	86.07 to 88.74	20.6
*Ier2*	8	87.55	L	86.07 to 88.74	15.9
*Gadd45gip1*	8	87.72	S	86.07 to 88.74	116.4
*Prdx2*	8	87.86	S	83.77 to 85.83	36.1
*Pttg1*	11	43.26	S	42.87 to 44.25	68.9
*5730409G07Rik*	11	45.79	S	42.21 to 46.06	16.4
*2900006B13Rik*	11	51.43	L, S	50.95 to 53.90	38.9
*Tnip1*	11	54.75	S	50.95 to 53.90	60.6
*Sparc*	11	55.24	S	55.24 to 55.92	26.1
*Guk1*	11	59.00	S	58.93 to 59.04	50.8
*Sat2*	11	69.44	S	69.42 to 70.27	133.2
*Mpdu1*	11	69.47	S	72.49 to 72.98	43.3
*Asgr2*	11	69.91	S	69.42 to 70.27	69.9
*Rabep1*	11	70.66	L	73.93 to 75.08	18.3
*Txnl5*	11	72.02	S	67.96 to 68.74	11.1
*Pafah1b1*	11	74.49	L, S	75.29 to 76.41	14.5
*Crk*	11	75.50	L	76.76 to 76.83	10.5
*Ccl9*	11	83.39	L, S	88.48 to 89.36	36.9
*Bcas3*	11	85.17	S	89.57 to 89.92	12.2
*Dhx40*	11	86.59	S	83.52 to 88.25	36.8
*Scpep1*	11	88.74	L, S	83.52 to 88.25	39.2
*9030617O03Rik*	12	101.18	S	100.97 to 102.71	51.5

The Chromosome and Position columns indicate, respectively, the chromosome number and position (in megabases [Mb]) within one of the five *Hfe*-modifier intervals of the gene with expression variation. In the Type column, S indicates that expression differed between wild-type strains, D that expression was modulated by *Hfe *deficiency in duodenum, and L that expression was modulated by *Hfe *deficiency in liver. Max LRS indicates the maximum likelihood ratio statistic in favor of the *cis *regulator. Position of linkage peak for *cis *regulator and maximum LRS were retrieved from the WebQTL interface.

## Discussion

Recent advances in the field of iron metabolism have elucidated basic processes of iron absorption and distribution in mammals [24]. However, many aspects of iron metabolism remain obscure, in particular the mechanisms by which HFE regulates iron absorption. In this study we investigated the expression patterns of 34,000 well characterized mouse genes in liver and duodenum of wild-type and *Hfe*^-/- ^mice of two inbred strains with different susceptibilities to iron accumulation.

Variations in duodenal gene expression in *Hfe*-deficient mice, as compared with wild-type mice, are consistent with our previously reported hypothesis [9] that hyperabsorption of iron in these mice reflects an inappropriate iron deficiency signal that is sensed by duodenal enterocytes. Indeed, expression of the *Cybrd1 *gene (encoding Dcytb, which converts dietary ferric iron to its ferrous form for transport by the divalent metal iron transporter Dmt1 to the duodenum) and the expression levels of several metal ion transporters, most notably the zinc transporters Zip4 (*Slc39a4*) and Zip14 (*Slc39a14*), were increased in the duodenum of *Hfe*^-/- ^D2 mice. Although *Hfe *knockout was previously shown to increase *Cybrd1 *expression [11] and mucosal reductase activity near the villus tips [25], the increase in expression of the two zinc transporters has not yet been observed and is interesting within the context of recent reports indicating that Zip4 is a minor intestinal iron importer [26] and that Zip14 mediates non-transferrin-bound iron uptake into cells [27]. Of note, *Hfe*^-/- ^D2 mice also have increased duodenal expression of mucin and spermine synthase. Increased binding of Dmt1 to mucin in vesicles near the intestinal surface was observed in iron-deficient animals, which is believed to facilitate iron internalization [19], and recent studies have suggested that polyamines such as spermine modulate iron uptake [18].

Although it cannot be excluded that a slight upregulation of the *Cybrd1*, *Slc39a4*, and *Muc3 *messengers also exists in *Hfe*^-/- ^B6 mice but does not reach a level detectable by microarray or RT-PCR analysis, the differential expression of these genes between *Hfe*^-/- ^D2 and B6 mice does not appear to be related to the individual capacity of the two strains to respond to an iron-deficiency signal. Indeed, as shown in Figure 3, wild-type mice of both B6 and D2 genetic backgrounds fed an iron-deficient diet have induced duodenal expression of *Cybrd1*, *Slc39a4*, and *Muc3*, as compared with wild-type mice of the same genetic backgrounds fed a standard diet. Rather, the differences between *Hfe*^-/- ^D2 and B6 mice appear to be related to their varying capacity to perceive the iron-deficiency signal when Hfe is not functional. This probably explains the differences in extent of liver iron accumulation between the two strains.

**Figure 3:**
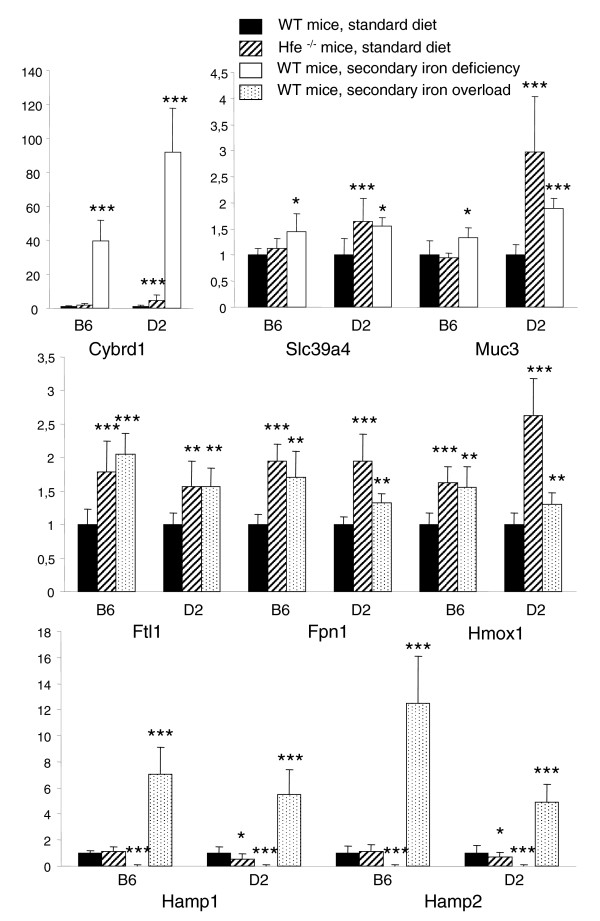
mRNA expression changes: *Hfe *disruption versus secondary iron deficiency or iron overload. shown is a comparison of mRNA expression changes induced by *Hfe *disruption with changes induced by secondary iron deficiency or iron overload within the B6 and D2 strains. Quantification of duodenal (*Cybrd1*, *Slc39a4*, and *Muc3*) or liver (*Ftl1*, *Fpn1*, *Hmox1*, *Hamp1*, and *Hamp2*) mRNAs was performed by quantitative real-time PCR on 7-week-old mice fed a diet containing 280 mg Fe/kg (wild-type [WT] controls and *Hfe*^-/- ^mice), an iron-deficient, or an iron-supplemented diet [40] for 3 weeks before they were killed. Expression values for each mouse were calculated as described in Materials and methods, and divided by the mean expression in control WT mice of the same genetic background. Error bars denote standard deviations. *P < 0.05, **P < 0.01, and ***P < 0.001.

As a result of *Hfe *deficiency, both strains accumulate iron, although the extent of iron overload is more severe in the D2 strain. This leads, in liver, to variations in expression of genes encoding glutathione synthetases, glutathione *S*-transferases, UDP-glucuronosyltransferases, vanin, ferroportin, the ferritin light chain, and heme oxygenase. These variations are encountered at a significant level more often in the liver of *Hfe*^-/- ^D2 mice than in that of B6 mice, which is consistent with the observation that *Hfe*^-/- ^D2 mice are more heavily iron loaded than *Hfe*^-/- ^B6 mice. Global expression profiling of *Hfe *wild-type mice of both strains fed an iron-supplemented diet for 3 weeks showed that they also had significant induction of several genes that are involved in the glutathione metabolism pathway or with UDP-glucuronosyltransferase activity (data not shown). In addition, these mice fed an iron-supplemented diet exhibited significant induction of *Ftl1*, *Fpn1*, and *Hmox1 *genes, as shown in Figure 3, which reinforces the hypothesis that these modifications are the consequence of iron overload and lipid peroxidation, and contribute to hepatoprotection [28].

Finally, as shown in Figure 3, only slight downregulation in levels of *Hamp1 *and *Hamp2 *was observed in *Hfe*^-/- ^D2 mice, and no significant variation was observed in *Hfe*^-/- ^B6 mice. These observations run counter to the marked induction of *Hamp1 *and *Hamp2 *expression by secondary iron overload, and virtually complete repression by secondary iron deficiency in wild-type mice of both B6 and D2 genetic backgrounds. In contrast to previous hypotheses regarding hepcidin regulation by Hfe, we speculate that hepcidin expression in *Hfe*-deficient mice might be subject to the counter-regulatory and conflicting influences of an inappropriate iron deficiency signal (which tends to downregulate hepcidin transcripts) and iron overload (which tends to upregulate them). This probably explains why, globally, the hepcidin transcripts are not largely altered by *Hfe *disruption, despite the excess iron accumulated by *Hfe*-deficient mice. This could also explain why young, 4-week-old *Hfe*^-/- ^mice exhibit reduced hepcidin expression, as compared with wild-type mice of the same genetic background [29], whereas this downregulation disappears in more severely iron loaded 8-week-old mice.

Notably, we observed enrichment of functional gene categories associated with lipid metabolism among genes that were downregulated in liver of *Hfe*^-/- ^mice. First, we noted an important downregulation of transcripts encoding key enzymes in the conversion of cholesterol to bile acids in *Hfe*^-/- ^D2 mice. Dietary iron overload in rats [30] was previously shown to affect the activity of key intracellular enzymes in cholesterol metabolism, in particular cholesterol 7α-hydroxylase (*Cyp7a1*), and was attributed to a marked membrane lipid peroxidation. The strain specificity of the downregulation of these transcripts may therefore be related to the variable iron accumulation observed in mice of the two genetic backgrounds. Cyp7a1 controls the main pathway whereby cholesterol is removed from the body in mammals. Thus, a decrease in cholesterol catabolism could lead to accumulation of plasma cholesterol and explain our previous observation that *Hfe*^-/- ^mice of the D2 genetic background have slightly higher plasma cholesterol levels than D2 wild-type mice (Table 7). Second, we observed striking and coordinated downregulation of multiple genes that regulate mitochondrial fatty acid β-oxidation in the *Hfe*^-/- ^mice of both strains, as well as variations in gene expression levels, suggesting that the flux through the TCA cycle is maintained at a low level to adapt to the downregulated β-oxidation in these *Hfe*^-/- ^mice. This suggests altered mitochondrial functioning induced by lack of Hfe, which warrants further investigation. Interestingly, the observed variations in the expression of genes encoding proteins involved in the mitochondrial iron or heme traffic, such as *Sfxn2*, *Slc25a37*, and *Abcg2*, are also compatible with the hypothesis that mitochondrial iron homeostasis is affected in *Hfe*^-/- ^mice.

**Table 7:** Effect of *Hfe *disruption on plasma lipid profiles

	C57BL/6 strain			DBA/2 strain		
	
	*Hfe*^-/-^	*Hfe*^+/+^	*P*	*Hfe*^-/-^	*Hfe*^+/+^	*P*
Total cholesterol (mg/ml)	0.93 ± 0.24	1.07 ± 0.05	0.28	1.46 ± 0.25	1.17 ± 0.13	0.04
HDL-cholesterol (mg/ml)	0.71 ± 0.18	0.86 ± 0.05	0.16	1.14 ± 0.11	0.97 ± 0.08	0.02

*Hfe*^-/- ^and *Hfe*^+/+ ^mice (five males per group) were killed at age 7 weeks. Blood was removed and plasma lipid levels were determined by chromatography. Results are expressed as mean ± standard deviation in each group. *P *values for comparisons of plasma lipid levels between Hfe^-/- ^and Hfe^+/+ ^mice of each strain were obtained by Student's *t*-test. HDL, high-density lipoprotein.

The reasons why *Hfe*-deficient mice incorrectly perceive the body's iron needs are still unknown, and one of our goals in this study was to identify gene expression changes that could help to elucidate why lack of functional Hfe leads to an inappropriate iron deficiency signal. Interestingly, we observed that the expression levels of several genes that participate in mitochondrial iron traffic and heme biosynthesis were altered in *Hfe*-deficient mice; in particular, the mRNA level of hepatic sideroflexin *Sfxn2 *was downregulated in both strains. Because of sequence and structural similarity to sideroflexin 1, sideroflexin 2 was suggested to be in the mitochondrion [31], and in a proteomic study [32] it was proved to be located in the mitochondrial inner membrane. Whether, like sideroflexin 1, sideroflexin 2 facilitates transport of pyridoxine or another Alas co-factor into the mitochondrion remains to be demonstrated. However, if this were the case, then *Hfe*^-/- ^mice with lower expression of *Sfxn2 *than wild-type mice would have reduced levels of Alas co-factor in the mitochondrion and have lower efficacy of heme biosynthesis, thus leading to the inappropriate iron-deficiency signal and the consequent upregulation of intestinal iron absorption. This would also be compatible with the paradoxic upregulation of δ-aminolevulinic acid synthase(*Alas2*), mitoferrin (*Slc25a37*; a mitochondrial iron importer essential for heme biosynthesis), and Bcrp (*Abcg2*; a possible mitochondrial heme exporter [24,33]) observed in these mice. Although this possible mechanism is still speculative, it would establish a link between Hfe and the mitochondrion in regulation of iron homeostasis. It is also consistent with recent studies suggesting that intermediates in heme metabolism, in particular levels of hepatic 5-amino-levulinate, regulate intestinal iron absorption [34-36].

Our expression studies also identified a large number of genes exhibiting differences in basal expression between strains or with regulation in response to *Hfe *disruption, and which reside within one of the five chromosomal regions harboring *Hfe*-modifier genes [10]. In order to relate these genomics findings to severity of hemochromatosis, we used the information available from WebQTL and found that several of these genes exhibited highly significant evidence for *cis *regulation. For example, expression profiling identified four genes residing in the critical region on chromosome 7, which were differentially expressed between B6 and D2 mice, and whose basal expression was linked to a chromosomal position coinciding with the gene itself. Among those, *Hamp *was also regulated by *Hfe *disruption in the liver of D2 mice. Previous studies have implicated *Hamp *in the severity of hemochromatosis [37,38], thus supporting recent suggestions that expression profiling can accelerate identification of genes that control complex traits [39]. Although none of the other *cis*-regulated genes has yet been implicated in iron metabolism, these genes are attractive candidate modifiers for phenotypic expression of hemochromatosis and warrant further investigation. Additional work is also needed to identify possible *trans *regulators in the chromosomal regions that harboring *Hfe*-modifier genes, because those could be candidate modifiers as well.

## Conclusion

In this study we investigated *Hfe *deficiency induced gene expression profiles in the liver and the duodenum of B6 and D2 mice, which are two inbred mouse strains with divergent iron loading severity in response to *Hfe *disruption. We identified organ-specific patterns of gene expression that contribute novel insight into the mechanisms of *Hfe *action in liver and duodenum. We also identified multiple genes with differential expression between wild-type or between *Hfe*-deficient strains, which had expression-regulating loci overlapping with disease modifier loci. Superimposing expression data and genetic data has thus yielded a testable set of hypotheses regarding genes related to iron loading severity and signaling events evoked by *Hfe *deficiency, with potential functional relevance to human hemochromatosis.

## Materials and methods

### Mice and tissue collection

Male *Hfe*^-/- ^(knockout) mice of the C57BL/6 (B6) and DBA/2 (D2) backgrounds were produced in the Institut Fédératif de Recherche (IFR) 30 animal facility [9]. Wild-type *Hfe*^+/+ ^controls (wild-type) of the same sex and genetic backgrounds were purchased from the Centre d'Elevage Robert Janvier (Le Genest St-Isle, France). The studied population consisted of 16 wild-type mice (eight B6 and eight D2) and 16 knockout mice (eight B6 and eight D2). Three mice in each of the four genotype/strain groups were used for genome-wide expression profiling, and five for validation of microarray results. Wild-type and knockout mice were housed in the IFR30 animal facility and had free access to water and R03 diet (UAR, Epinay-sur-Orge, France) containing 280 mg Fe/kg. All mice were analyzed at 7 weeks of age and fasted for 14 hours before they were killed. Experimental protocols were approved by the Midi-Pyrénées Animal Ethics Committee. Liver and duodenum were dissected for RNA isolation, rapidly frozen, and stored in liquid nitrogen. Nonheme iron was quantified as described previously [10]. Mean ± standard deviation iron concentrations were 304 ± 50, 456 ± 68, 946 ± 110, and 2,937 ± 282 μg/g dry weight in liver of B6 wild-type, D2 wild-type, B6 knockout, and D2 knockout mice, respectively. Mice fed an iron-deficient or an iron-supplemented diet were obtained as described previously [40]. Liver and duodenum samples were used to compare gene expression variations resulting from lack of functional *Hfe *with those induced by secondary iron deficiency or iron overload.

### RNA isolation, preparation of labeled cRNA, and microarray hybridization

Total RNA was extracted and purified using the RNeasy Lipid Tissue kit (Qiagen, Courtaboeuf, France). RNA quality was checked on RNA 6000 Nano chips using a Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA, USA). RNA samples used for chip experiments all had RNA Integrity Numbers [41] ranging from 9 to 10. Double-stranded cDNA and biotin-labeled cRNA were synthesized using the Affymetrix cDNA synthesis and IVT Labeling kits. Fragmented cRNAs (15 μg) were hybridized to 24 GeneChip^® ^Mouse Genome 430 2.0 arrays (Affymetrix, Santa Clara, CA, USA), in accordance with the standard protocol of the manufacturer. The arrays were scanned with a GeneChip^® ^Scanner 3000 (Affymetrix) and raw image files were converted to probe set data (*.CEL files), using the Affymetrix GeneChip^® ^Operating Software. Expression microarray data have been submitted to the National Center for Biotechnology Information's Gene Expression Omnibus repository (accession number Genbank: GSE7357).

### Microarray data analysis

All the analyses were performed using Bioconductor, an open source software for the analysis of genomic data rooted in the statistical computing environment R [42]. Arrays were normalized to have the same target mean intensity of 100. Quality control metrics were first obtained using the simpleaffy Bioconductor package [43]. Average background and the number of genes called present (42% to 48% in liver and 50% to 55% in duodenum) were similar across all chips. All arrays had a scale factor lower than 1.4-fold away from the average scale factor for all samples, a GAPDH (glyceraldehyde 3-phosphate dehydrogenase) 3':5' ratio at around 1 and a β-actin 3':5' ratio of under 2.2. Furthermore, plots of mean intensity per probe position averaged over all probe sets had very similar slopes for the different arrays, permitting valid comparisons within genes across arrays. Genes that were not reliably detected in at least three liver samples or three duodenum samples, in accordance with the Affymetrix detection call algorithm, were excluded from further analysis [44]. Of the 45,101 probe sets represented on the GeneChip^® ^Mouse Genome 430 2.0 arrays, 28,031 were retained for assessing changes in gene expression between groups of mice.

The S-score algorithm, available in the Bioconductor Sscore package [45], was applied to compare hybridization signals between two arrays. It uses the statistical power of all oligonucleotide pairs for a given gene and is thus particularly useful for studies having limited numbers of Affymetrix microarrays [46]. S-scores have a normal distribution with mean of 0 and standard deviation of 1, and are correlated with the fold change. Three types of comparisons were made: S-scores were calculated for D2 wild-type versus B6 wild-type samples within each organ to examine basal strain expression differences between D2 and B6 mice; S-scores were calculated for knockout versus wild-type samples within each organ and mouse strain to study responses to *Hfe *disruption; and control S-scores were calculated between biologic replicates within the different groups. To reduce the contribution of biologic and technical noise, S-scores were divided by the greater of 1 or the standard deviation of control S-scores within each organ. This general approach has been applied previously to microarrays [47] and reduces variance across experimental replicates [48]. Statistical analysis of microarrays (SAM) [49], a rank-based permutation method, was carried out to identify genes with S-scores significantly different from 0, using the R samr package. Genes regulated by *Hfe *deficiency were identified for each strain/organ combination by performing one-class SAM on knockout versus wild-type scores, using a false discovery rate of ≤10% to avoid eliminating genes that may be biologically important and increase our ability to populate functional networks of genes in subsequent bioinformatics studies. *Hfe*-regulated transcripts identified by SAM were filtered to count transcripts with an average S-score over three observations of ≥2 or ≤-2. Genes that exhibited both significant and reproducible changes were further analyzed for correlated gene expression patterns by application of k-means clustering, as described by Eisen and coworkers [50]. Genes differentially expressed between mice strains were identified by one-class SAM on wild-type D2 versus wild-type B6 S-scores, using a false discovery rate of ≤1%. This gene list was further filtered for an average S-score of ≥2.6 or ≤-2.6 over three observations.

### Bioinformatics analysis of gene expression patterns

DAVID (2007), a functional annotation tool [51,52], was used to identify enriched biologic themes and to discover function-related enriched gene groups among clusters, compared with all genes present on the Mouse Genome 430 2.0 array. The following annotation groupings were analyzed for overrepresentation in gene lists: the Protein Information Resource keywords, Kyoto Encyclopedia of Genes and Genomes and BioCarta pathways, and Gene Ontology biological processes and molecular functions. Results were filtered to remove categories with EASE (expression analysis systematic explorer) scores, based on a Fisher exact test, greater than 0.05. Redundant categories with the same gene members were removed to yield a single representative category. The chromosomal location of all genes exhibiting differential basal expression between strains or regulation by *Hfe *deficiency was superimposed on support intervals for hepatic iron loading modifiers on mouse chromosomes 3, 7, 8, 11, and 12 [10], and a list of differentially expressed genes mapping to these intervals was obtained. The WebQTL resource [53,54], which includes measures of mRNA expression in livers of 35 adult BXD recombinant inbred male mice obtained with Agilent G4121A microarrays, was used to link expression of the genes in this list to genetic markers and identify potential *cis*-regulators.

### Validation of microarray results by real-time PCR

All primers were designed using the Primer Express 2.0 software (Applied Biosystems, Foster City, CA, USA). Quantitative real-time PCR reactions were prepared with M-MLV reverse transcriptase (Promega, Charbonnières-les-Bains, France) and qPCR MasterMix Plus for SYBR^® ^Green (Eurogentec, Seraing, Belgium), as described previously [9], and run in duplicate. GenBank accession numbers, forward (F) and reverse (R) primers, and measured PCR efficiencies for the genes to be validated are given in Table 8. For each mouse, an expression measure was calculated as E_GoI_^Ct GoI^/E_HPRT_^Ct HPRT^, where GoI is the gene of interest; HPRT is a transcript with stable level between strains and genotypes, quantified to control for variation in cDNA amounts; E is the PCR reaction efficiency associated with either the gene of interest (E_GoI_) or the reference gene (E_HPRT_); and Ct is the cycle number at which fluorescence reaches a given threshold. Data were analyzed by one-factor (iron-deficient, standard, or iron-supplemented diet) or two-factor (chip/validation experiment and wild-type/knockout genotype) analysis of variance followed by Scheffe post-hoc tests using SAS software (version 9.1.3; SAS Institute Inc., Cary, NC, USA).

**Table 8:** Sequences of the primers used for validation of microarray results by real-time PCR

Gene	GeneBank accession	Forward primer	Reverse primer	Amplification efficiency
*Hprt*	NM_013556	5'-CTG GTT AAG CAG TAC AGC CCC AA-3'	5'-CAG GAG GTC CTT TTC ACC AGC-3'	1.99
*Aox1*	NM_009676	5'-CAC CCT GTA TTC ATC TAA GGG CCT-3'	5'-CAC TGC ATC ATG GAT GGC AA-3'	1.92
*Ftl1*	NM_01024	5'-GGA GAA GAA CCT GAA TCA GGC C-3'	5'-GGT TGC CCA TCT TCT TGA TGA G-3'	2.00
*Fpn1*	NM_016917	5'-CAT TGC TGC TAG AAT CGG TCT T-3'	5'-GCA ACT GTG TCA CCG TCA AAT-3'	1.97
*Hmox1*	NM_010442	5'-CAG ATG GCG TCA CTT CGT CA-3'	5'-CTC TGC AGG GGC AGT ATC TTG-3'	2.00
*Vanin1*	NM_011704	5'-GGC TGC ACA CCG TGG AAG-3'	5'-GGT AAA AGC CGT GTC CAC TGA A-3'	1.90
*Por*	NM_008898	5'-GCC TCG TCG TCT AAG GTC CA-3'	5'-GAC TTC GCT TCA TAC TCC ACA GC-3'	1.99
*Cpt1a*	NM_013495	5'-GAC CCC ACA ACA ACG GCA G-3'	5'-ATG GCG AGG CGG TAC AGG T-3'	2.00
*Aco2*	NM_080633	5'-GAC CAT TCA AGG CCT GAA GG-3'	5'-ACG CAC TTC AGA GGC TTT CC-3'	2.00
*Cyp7a1*	NM_007824	5'-GCT CTG GAG GGA ATG CCA T-3'	5'-CCG CAG AGC CTC CTT GAT G-3'	2.00
*Hsd3b5*	NM_008295	5'-AGA GGA ATT GTC CAA GCT GCA-3'	5'-TGT GGA TGA CAG CAG ACA TGC-3'	1.99
*Hfe2*	NM_027126	5'-ACC ACC ATC CGG AAG ATC ACT-3'	5'-AAG GCT GCA GGA AGA TTG TCC-3'	2.00
*Hamp1*	AF_503444	5'-AAG CAG GGC AGA CAT TGC GAT-3'	5'-CAG GAT GTG GCT CTA GGC TAT GT-3'	1.98
*Hamp2*	AY_232841	5'-AAG CAG GGC AGA CAT TGC GAT-3'	5'-GGA TGT GGC TCT AGG CTC TCT ATT-3'	2.00
*Usf2*	NM_011680	5'-ATG GAA CCA GAA CTC CTC GAG A-3'	5'-CCG TTC CAC TTC ATT GTG CTG-3'	1.93
*Lcn2*	NM_008491	5'-TCT GTC CCC ACC GAC CAA T-3'	5'-CCA GTC AGC CAC ACT CAC CAC-3'	1.99
*Sfxn2*	NM_053196	5'-CGC ACA AGT GGT TAT CTC TCG G-3'	5'-CCA TGA TGA CAG GCA ACA GGA-3'	1.99
*Alas2*	NM_009653	5'-TGG AAC TCT TGG CAA GGC C-3'	5'-CAA GTC CCG AGT GCT GGC T-3'	1.99
*Slc25a37*	NM_026331	5'-GAG CAC TCC ATC ATG TAC CCG-3'	5'-TGG ATT CAA ACT CTG CAT CCG-3'	2.00
*Abcg2*	NM_011920	5'-TTG GCT GTC CTG GCT TCA GTA C-3'	5'-CAA AGC TGT GAA GCC ATA TCG A-3'	1.99
*Cybrd1*	AF_354666	5'-GCA GCG GGC TCG AGT TTA-3'	5'-TTC CAG GTC CAT GGC AGT CT-3'	1.98
*Slc39a4*	NM_028064	5'-GCG ACT GAG AGC AGA GCT GA-3'	5'-GTT GTG TAC CGC GTC GCC-3'	2.00
*Mucin3*	NM_355711	5'-TCG TGT TCT CCA TCC GCT TC-3'	5'-GAC ACT CTG GAC CGT TGC CT-3'	1.99
*Lcn13*	NM_153558	5'-TGT TTG TGC CAG AGA TCG GAG-3'	5'-GCT GGC TCA GCT GTT GCA G-3'	1.95
*Fmo3*	NM_008030	5'-GGA ACT TGC ACT TTG CCT TCT G-3'	5'-GGT GGT GCT ATT GCC ATA CCA-3'	1.96
*Clca4*	NM_139148	5'-GCC GTC ATA GAA GCT GAG AGT GG-3'	5'-AGC ACC TGC CCC GTT GTC-3'	2.00

*Hfe*^-/- ^and *Hfe*^+/+ ^mice (five males per group) were killed at age 7 weeks. Blood was removed and plasma lipid levels were determined by chromatography. Results are expressed as mean ± standard deviation in each group. *P *values for comparisons of plasma lipid levels between Hfe^-/- ^and Hfe^+/+ ^mice of each strain were obtained by Student's *t*-test. HDL, high-density lipoprotein.

## Abbreviations

DAVID, Database for Annotation, Visualization, and Integrated Discovery; HFE, hereditary hemochromatosis protein; HH, hereditary hemochromatosis; RT-PCR, reverse transcription polymerase chain reaction; SAM, statistical analysis of microarrays; TCA, tricarboxylic acid.

## Authors' contributions

HC and MPR designed the experiments, participated in their execution, analyzed the data, and wrote the manuscript. VD, LK, and DM assisted with the execution of the experiments. MA and JM provided conceptual expertise for functional annotation, and MM for statistical analysis. All authors read and approved the final version of the manuscript.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 lists genes significantly regulated by *Hfe *disruption in the liver of D2 or B6 mice, according to microarray analysis. Additional data file 2 lists genes significantly regulated by *Hfe *disruption in duodenum of D2 or B6 mice. Additional data file 3 lists genes differentially expressed in the liver or the duodenum of wild-type D2 and B6 mice.

## Supplementary Material

Additional File 1 Presented is a table listing genes significantly regulated by *Hfe *disruption in the liver of D2 or B6 mice according to microarray analysis. Click here for file

Additional File 2 Presented is a table listing genes significantly regulated by *Hfe *disruption in the duodenum of D2 or B6 mice. Click here for file

Additional File 3 Presented is a table listing genes differentially expressed in the liver and/or the duodenum of wild-type D2 and B6 mice. Click here for file

# Supplementary material for: Gene expression profiling of Hfe-/- liver and duodenum in mouse strains with differing susceptibilities to iron loading: identification of transcriptional regulatory targets of Hfe and potential hemochromatosis modifiers
**Source:** Genome Biol. 2007 Oct 18;8(10):R221. doi: 10.1186/gb-2007-8-10-r221
**Supplement:** Additional File 1 — Presented is a table listing genes significantly regulated by Hfe disruption in the liver of D2 or B6 mice according to microarray analysis.

# Additional data file 1. Genes regulated by Hfe disruption in D2 and/or B6 liver.

|   |   |              |           |               |                                                                     |       |       |       |    |             |
|---|---|--------------|-----------|---------------|---------------------------------------------------------------------|-------|-------|-------|----|-------------|
| 8 | C | 1454137_s_at | AK009636  | Hfe2          | hemochromatosis type 2 (juvenile) (human homolog)                   | 1,27  | -2,01 | -0,28 | 3  | 96 610 589  |
| 8 | C | 1423704_at   | BC019373  | Lypla3        | lysophospholipase 3                                                 | 0,27  | -2,13 | -0,65 | 8  | 109 039 527 |
| 8 | C | 1451321_a_at | BC003333  | 0610033I05Rik | RIKEN cDNA 0610033I05 gene                                          | -1,08 | -2,12 | -0,62 | 2  | 51 746 465  |
| 8 | C | 1439722_at   | BB165972  | BC020002      | cDNA sequence BC020002                                              | -1,29 | -2,04 | -0,74 | 6  | 8 159 228   |
| 8 | C | 1450014_at   | NM_016674 | Cldn1         | claudin 1                                                           | 1,79  | -2,03 | -0,02 | 16 | 26 271 999  |
| 8 | C | 1437347_at   | BF100813  | Ednrb         | endothelin receptor type B                                          | -1,23 | -2,27 | -1,16 | 14 | 102 700 304 |
| 8 | C | 1432355_at   | AK008780  | 2210039B01Rik | RIKEN cDNA 2210039B01 gene                                          | 0,12  | -2,00 | 0,97  | 12 | 74 467 316  |
| 8 | C | 1423889_at   | BC011344  | MGC5739       |                                                                     | -0,83 | -2,12 | -0,01 | 9  |             |
| 8 | C | 1431916_at   | AK018558  | 9030618K22Rik | RIKEN cDNA 9030618K22 gene                                          | 0,35  | -2,32 | -0,83 | 3  | 98 889 683  |
| 8 | C | 1435602_at   | BE200310  | Sephs2        | selenophosphate synthetase 2                                        | -0,28 | -2,05 | -0,86 | 7  | 127 063 030 |
| 8 | C | 1437211_x_at | BB254141  | Elov15        | ELOVL family member 5, elongation of long chain fatty acids (yeast) | -1,49 | -2,12 | 0,01  | 9  | 77 703 051  |
| 8 | C | 1444518_at   | BM240237  | Acox1         | acyl-Coenzyme A oxidase 1, palmitoyl                                | -0,64 | -2,04 | -0,76 | 11 | 115 987 978 |
| 8 | C | 1450624_at   | NM_016668 | Bhmt          | betaine-homocysteine methyltransferase                              | 0,31  | -2,25 | -0,69 | 13 | 94 717 645  |
| 8 | C | 1435454_a_at | BE853170  | BC006779      | cDNA sequence BC006779                                              | -1,30 | -2,02 | 0,23  | 2  |             |
|   |   |              |           |               |                                                                     |       |       |       |    |             |
| 8 | D | 1450696_at   | NM_013585 | Psmb9         | peptidase 2)                                                        | -0,90 | -3,94 | 3,24  | 17 | 33 792 386  |
| 8 | D | 1457027_at   | BB667395  | Dhtkd1        | dehydrogenase E1 and transketolase domain containing 1              | -1,17 | -3,65 | 5,15  | 2  |             |
| 8 | D | 1433507_a_at | BE553881  | Hmgn2         | high mobility group nucleosomal binding domain 2                    | -1,26 | -3,65 | 1,76  | 4  | 133 236 816 |
| 8 | D | 1436562_at   | BG063981  | Ddx58         | DEAD (Asp-Glu-Ala-Asp) box polypeptide 58                           | -1,98 | -2,88 | 2,03  | 4  | 40 394 460  |
| 8 | D | 1434380_at   | BM241271  | Gbp7          | guanylate binding protein 7                                         | -2,92 | -3,30 | 4,08  | 3  | 142 467 727 |
| 8 | D | 1443858_at   | BI653857  | Trim34        | tripartite motif protein 34                                         | -0,85 | -2,20 | 2,68  | 7  | 104 118 384 |
| 8 | D | 1453547_at   | AK007796  | 1810046K07Rik | RIKEN cDNA 1810046K07 gene                                          | -0,51 | -2,27 | 1,35  | 9  |             |
| 8 | D | 1441242_at   | BB229546  | Dpp4          | dipeptidylpeptidase 4                                               | 0,28  | -2,19 | 1,33  | 2  | 62 132 578  |
| 8 | D | 1442535_at   | BB533591  | Zfp609        | zinc finger protein 609                                             | -0,65 | -2,29 | 1,38  | 9  | 65 493 469  |
| 8 | D | 1429535_at   | AK004793  | Armc8         | armadillo repeat containing 8                                       | -0,91 | -2,02 | 2,46  | 9  | 99 289 446  |
| 8 | D | 1423216_a_at | AV109006  | 2510049I19Rik | RIKEN cDNA 2510049I19 gene                                          | -0,60 | -2,25 | 3,10  | 8  | 75 148 718  |
| 8 | D | 1427797_s_at | BF580235  | Ctse          | cathepsin E                                                         | 1,80  | -2,06 | 2,92  | 1  | 133 465 859 |
| 8 | D | 1426037_a_at | U94828    | Rgs16         | regulator of G-protein signaling 16                                 | -2,60 | -2,39 | 2,73  | 1  | 155 502 590 |
| 8 | D | 1460674_at   | BC022922  | Paqr7         | progesterin and adipoQ receptor family member VII                   | 0,18  | -2,02 | 4,44  | 4  | 133 769 053 |
| 8 | D | 1419100_at   | NM_009252 | Serpina3n     | serine (or cysteine) peptidase inhibitor, clade A, member 3N        | -1,30 | -2,18 | 3,98  | 12 | 104 807 808 |

Genes were selected as described in Materials and Methods. Values are the mean of 3 S-scores comparing D2KO versus D2WT expression, B6KO versus B6WT expression, and D2WT versus B6WT expression.

# Supplementary material for: Gene expression profiling of Hfe-/- liver and duodenum in mouse strains with differing susceptibilities to iron loading: identification of transcriptional regulatory targets of Hfe and potential hemochromatosis modifiers
**Source:** Genome Biol. 2007 Oct 18;8(10):R221. doi: 10.1186/gb-2007-8-10-r221
**Supplement:** Additional File 2 — Presented is a table listing genes significantly regulated by Hfe disruption in the duodenum of D2 or B6 mice.

## Additional data file 2. Genes regulated by Hfe disruption in D2 and/or B6 duodenum.

|   |   |              |           |               |                                                                                 |       |       |       |    |             |
|---|---|--------------|-----------|---------------|---------------------------------------------------------------------------------|-------|-------|-------|----|-------------|
| 3 | _ | 1435560_at   | BI554446  | Itgal         | integrin alpha L                                                                | -2,53 | -0,75 | 1,22  | 7  | 127 087 557 |
| 3 | _ | 1436996_x_at | AV066625  | Lzp-s         | P lysozyme structural                                                           | -2,60 | 0,55  | 0,53  | 10 | 116 691 906 |
| 4 | _ | 1418072_at   | NM_023422 | Hist1h2bc     | histone 1, H2bc                                                                 | 3,06  | -4,28 | -2,60 | 13 | 23 691 663  |
| 4 | _ | 1452540_a_at | M25487    | Hist1h2bp     | histone 1, H2bp                                                                 | 1,52  | -2,82 | -1,14 | 13 | 21 794 979  |
| 4 | _ | 1435926_at   | BB529627  | E030003F13Rik | RIKEN cDNA E030003F13 gene                                                      | -0,01 | -2,76 | -0,82 | 1  |             |
| 4 | _ | 1456174_x_at | AV309418  | Ndrp1         | N-myc downstream regulated gene 1                                               | 0,75  | -2,59 | 0,40  | 15 | 66 758 990  |
| 4 | _ | 1436317_at   | BM115569  | D230012E17Rik | RIKEN cDNA D230012E17 gene                                                      | 1,12  | -3,06 | -1,12 | 1  |             |
| 4 | _ | 1429694_at   | AK015050  | 4930402H24Rik | RIKEN cDNA 4930402H24 gene                                                      | 0,65  | -2,84 | 0,01  | 2  | 130 399 302 |
| 4 | _ | 1434277_a_at | BG069663  | 6430570G24    |                                                                                 | 1,87  | -2,40 | -2,32 | 11 | 86 752 622  |
| 4 | _ | 1427929_a_at | BG063905  | Pdxk          | pyridoxal (pyridoxine, vitamin B6) kinase                                       | 1,51  | -2,39 | -0,92 | 10 | 77 842 100  |
| 4 | _ | 1443620_at   | BB212497  | Gpc4          | glypican 4                                                                      | 0,53  | -2,38 | 1,01  | X  | 48 297 548  |
|   |   |              |           |               | Cbp/p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain, |       |       |       |    |             |
| 4 | _ | 1452207_at   | Y15163    | Cited2        | 2                                                                               | 0,27  | -2,28 | 0,69  | 10 | 17 412 661  |
| 4 | _ | 1427797_s_at | BF580235  | Ctse          | cathepsin E                                                                     | -1,71 | -5,49 | 6,93  | 1  | 133 465 859 |
| 4 | _ | 1419506_at   | NM_010282 | Ggps1         | geranylgeranyl diphosphate synthase 1                                           | -1,83 | -3,99 | -1,01 | 13 | 13 844 574  |
| 4 | _ | 1427798_x_at | BF580235  |               |                                                                                 | -0,41 | -4,93 | 4,74  | ?  |             |
| 4 | _ | 1442750_at   | BG067768  | B3galnt2      | UDP-GalNAc:betaGlcNAc beta 1,3-galactosaminyltransferase, polypeptide 2         | -1,84 | -3,24 | -0,48 | 13 | 13 746 799  |
| 4 | _ | 1422948_s_at | NM_013550 | Hist1h3a      | histone 1, H3a                                                                  | -0,95 | -2,83 | -1,94 | 13 | 23 769 317  |
| 4 | _ | 1453840_at   | AK005009  | Pabpc1        | poly A binding protein, cytoplasmic 1                                           | -1,52 | -3,18 | -0,85 | 15 | 36 540 251  |

Genes were selected as described in Materials and Methods. Values are the mean of 3 S-scores comparing D2KO versus D2WT expression, B6KO versus B6WT expression, and D2WT versus B6WT expression.

# Supplementary material for: Gene expression profiling of Hfe-/- liver and duodenum in mouse strains with differing susceptibilities to iron loading: identification of transcriptional regulatory targets of Hfe and potential hemochromatosis modifiers
**Source:** Genome Biol. 2007 Oct 18;8(10):R221. doi: 10.1186/gb-2007-8-10-r221
**Supplement:** Additional File 3 — Presented is a table listing genes differentially expressed in the liver and/or the duodenum of wild-type D2 and B6 mice.

### Additional data file 3. Genes differentially expressed between wild-type B6 and D2 liver and/or duodenum.

|   |              |           |               |                                                              |       |       |    |             |
|---|--------------|-----------|---------------|--------------------------------------------------------------|-------|-------|----|-------------|
| 6 | 1443872_at   | AW493461  | March2        | membrane-associated ring finger (C3HC4) 2                    | -2,66 | -1,49 | 17 | 33 292 398  |
| 6 | 1419398_a_at | NM_007874 | Reep5         | receptor accessory protein 5                                 | -2,76 | -0,42 | 18 | 34 469 688  |
| 6 | 1451421_a_at | BC006914  | Rogdi         | rogdi homolog (Drosophila)                                   | -2,77 | -1,44 | 16 | 4 924 070   |
| 6 | 1423895_a_at | BB644164  | Cugbp2        | CUG triplet repeat, RNA binding protein 2                    | -2,58 | -0,05 | 2  | 6 459 141   |
| 6 | 1421900_at   | BB077436  | Eif2ak1       | eukaryotic translation initiation factor 2 alpha kinase 1    | -2,67 | -1,06 | 5  | 144 073 457 |
| 6 | 1459731_at   | BE996194  |               |                                                              | -2,86 | -0,78 | 11 | 88 518 011  |
| 6 | 1419067_a_at | BB280137  | Rabgef1       | RAB guanine nucleotide exchange factor (GEF) 1               | -2,60 | -0,72 | 5  | 130 471 882 |
| 6 | 1422804_at   | NM_011454 | Serpinb6b     | serine (or cysteine) peptidase inhibitor, clade B, member 6b | -2,71 | -0,63 | 13 | 32 972 977  |
| 6 | 1434021_at   | BG064982  | C230096C10Rik | RIKEN cDNA C230096C10 gene                                   | -2,61 | -1,72 | 4  | 138 624 668 |
| 6 | 1418704_at   | NM_009113 | S100a13       | S100 calcium binding protein A13                             | -2,70 | -0,18 | 3  | 90 600 361  |
| 6 | 1415853_at   | NM_054046 | Def8          | differentially expressed in FDCP 8                           | -2,71 | -1,16 | 8  | 126 329 075 |
| 6 | 1427016_at   | BC027125  | 4932438A13Rik | RIKEN cDNA 4932438A13 gene                                   | -2,81 | -0,85 | 3  | 37 228 204  |
| 6 | 1441539_at   | BB532135  |               |                                                              | -2,73 | -0,36 | 6  |             |
| 6 | 1427548_a_at | U53455    | Clns1a        | chloride channel, nucleotide-sensitive, 1A                   | -2,60 | 0,13  | 7  | 97 571 882  |
| 6 | 1436842_at   | AV229336  | B230380D07Rik | RIKEN cDNA B230380D07 gene                                   | -2,62 | -0,20 | 9  | 70 403 759  |
| 6 | 1422811_at   | NM_011977 | Slc27a1       | solute carrier family 27 (fatty acid transporter), member 1  | -2,65 | -1,80 | 8  | 74 497 915  |
| 6 | 1445980_at   | BG076366  | Aldh1a1       | aldehyde dehydrogenase family 1, subfamily A1                | -2,69 | -1,45 | 19 | 20 669 078  |
| 6 | 1429326_at   | BB538449  | Cenpl         | centromere protein L                                         | -2,65 | -1,10 | 1  | 162 907 617 |

Genes were selected as described in Materials and Methods. Values are the mean of 3 S-scores comparing D2 versus B6 expression.

How the deposited data were processed for this re-analysis (not part of the article)

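RNA of liver and of duodenum from 12 male mice, 3 wild-type and 3 *Hfe*-/- mice of the B6 strain and 3 of each of the D2 strain, was measured on 24 Affymetrix mouse arrays, 1 array per mouse and tissue. The mice were 7 weeks old, had eaten a diet with 280 mg iron per kg and were fasted for 14 h. The authors computed a signal for each probe set from the scanned probe intensities with the MAS5 method (version not stated), and the deposited intensity values are these signals on a linear scale. Each array has a mean signal of 100 after the highest and lowest 2% of its probe sets are left out, so the authors had scaled the arrays to a common level. The table holds 45101 probe sets, of which 64 are AFFX controls, and its smallest value is 0.0162. It holds no detection calls. The median signal was 15.7 to 20.9 on a liver array and 20 to 23.4 on a duodenum array, so that many probe sets are near background and their changes are poorly measured. Hybridization runs and fluidics stations were taken from the experiment files of the arrays.

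The authors' log2 transformation is not part of the deposited signal values; here log2 of each signal was taken with no pseudocount. AFFX controls were left out, and the 28031 probe sets with the highest third-highest signal over the arrays of a tissue, in liver or duodenum, were kept, the smallest of these being 20.06. Log2 fold changes were computed here from the authors' signals. In R 4.3.3 with data.table 1.17.8, limma 3.58.1 (lmFit, then eBayes with a mean-variance trend) was fitted for each tissue to its 4 groups of 3 arrays. The comparisons were *Hfe*-/- against wild-type within each strain, the interaction (the D2 effect minus the B6 effect) and wild-type D2 against wild-type B6. P values were adjusted by the Benjamini-Hochberg method over the probe sets kept, and a probe set was called at an adjusted p of at most 0.1 for the knockout and the interaction and 0.01 for the strains. The standard error is that of the moderated fit and n is 3 mice per group. With 3 arrays against 3 there are 10 splits, so an exact permutation p cannot go below 0.1.

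Of the probe sets, 34958 carry 1 gene symbol, 932 several and 9211 none in the annotation supplied for these arrays. A gene was represented by its kept probe set of 1 symbol with the highest mean log2 signal, which gave 12999 genes. Lists of genes were fixed from general knowledge, with the paper at hand, before the values were examined, 38 of them with 636 distinct members, of which 572 have a probe set of 1 symbol. Their shifts were tested with camera of limma (inter-gene correlation 0.01), with camera and an estimated correlation, and with fry, and adjusted over the lists of a comparison, with a threshold of 0.05. Where a list passed at the preset correlation and not with an estimated one, the p of the latter or the loss of the call is given. Of 121 genes that the paper names in its text and tables, 110 have a probe set of 1 symbol. Some genes the paper names are not reported here.

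A gene is named by a rule fixed before the values were examined. For each knockout comparison these are the 10 largest rises and 10 largest falls among genes called, with all 3 *Hfe*-/- arrays on one side of all 3 wild-type arrays and a mean signal of at least 100 in the higher group. For the strain comparison and the interaction they are the 5 largest each way. Of each list up to 4 members with the smallest adjusted p may be named, and so may every gene the paper names, whose values in the paper had been seen. Genes of the *Hfe* neighborhood, within 20 Mb of *Hfe* on chromosome 13, were counted against all other genes with a two-sided Fisher exact test.

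Alternatives fixed before the values were examined were log2 of the signal plus 16, quantile normalization, no filter, a third-highest signal of at least 100 in the tissue, an adjusted p of 0.05, a change of at least 1.5-fold, only the 6 arrays compared, eBayes with no trend, replicate number as a block, one-class SAM on ratios of arrays with the same number, hybridization day as a block, each array left out in turn, the mean of all probe sets of a gene, and windows of 10 and 30 Mb. Hybridization run as a block, run with fluidics station as a block, the pancreatic acinar score as a covariate, leaving out D2 KO 2 and D2 KO 3, and leaving the genes named by the paper out of the lists were added after the values had been seen. The arrays carry replicate numbers 1 to 3 in each group, and whether the numbers pair was checked by correlation.

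The analysis was tested on simulated data made by changing 200 probe sets in the D2 *Hfe*-/- arrays of mean-centered groups. In liver 95 of them were found at 1.5-fold (with 4 wrong calls), 181 at 2-fold (20 wrong) and 189 at 4-fold (13 wrong), and in duodenum 88 (7 wrong), 179 (15 wrong) and 196 (17 wrong), with 0 calls in comparisons that were not changed. For the interaction 15 (1 wrong), 132 (12 wrong) and 180 (17 wrong) were found in liver and 8 (1 wrong), 142 (23 wrong) and 192 (17 wrong) in duodenum. A list moved by 0.5 on the log2 scale was found in both tissues, with 0 other lists past the threshold.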

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

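The tests of explanations in this part were chosen after the results they concern were seen; the tests of the interaction and the counts over other splits of the arrays were planned. The results below stand out because the change in *Hfe*-/- mice differed between the strains by a test of the difference itself (the interaction, D2 minus B6), or because they concern genes the paper did not analyse.

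In liver the interaction was largest on the rising side, by the naming rule, for *Obp2a* (3.49, adjusted p 0.0103), *Fmn2* (2.83, 0.00886), *Cyp7b1* (2.78, 0.0973), *Ugt2b38* (2.78, 0.0046) and *Med18* (2.28, 0.0221), and on the falling side for *Abcd2* (−2.72, 0.0684), *Hamp2* (−1.92, 0.00935), *Akr1c19* (−1.66, 0.000616), *Hamp* (−1.53, 0.0253) and *Stbd1* (−1.41, 0.0804). The rule asks for a mean signal of at least 100 in the higher group and so leaves out *Serpinb6b* (2.85, 0.0212; highest group mean 92.1), a value above all but that of *Obp2a*; *Serpinb6b* did not pass with no trend (adjusted p 0.135) or with run as a block (2.22). The *Obp2a* signal was near background in B6 (24.5 ± 11.4 in the wild type). Its B6 effect, and so the size and rank of its interaction, was poorly measured. *Fmn2* fell in B6 (−1.66, adjusted p 0.0135) and rose in D2 (1.17, 0.0504). In each strain all 3 *Hfe*-/- arrays lay outside the 3 wild-type arrays, a separation that 10% of genes have by chance within 1 strain. With eBayes and no trend 9 of the 10 no longer passed, *Akr1c19* being the exception, and with run as a block 8 did not, *Akr1c19* and *Ugt2b38* (both past the threshold) being the exceptions. *Hamp* did not pass without D2 WT 1 (−1.47) or D2 WT 2 (−1.49). The paper's quantitative PCR found the D2 falls of *Hamp* and *Hamp2* in the arrayed mice, but only as a trend in further mice. *Cyp7b1* did not pass without any 1 of B6 WT 1, 2 and 3, D2 WT 1 and 2 and D2 KO 2 and 3 (2.57 to 2.84). *Abcd2* did not pass without any 1 of B6 WT 1, 2 and 3, B6 KO 1 and 2, D2 WT 1 and 2 and D2 KO 2 and 3 (−2.85 to −2.47), nor *Stbd1* without any 1 of B6 WT 1 and 2, B6 KO 1 and 3, D2 WT 1, 2 and 3 and D2 KO 2 and 3 (−1.44 to −1.26).

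In duodenum *Akr1c19* (−2.00, adjusted p 0.0109) and *Stard3nl* (1.22, 0.0881), both near *Hfe*, had an interaction. Neither passed with no trend or with run as a block (−1.68 and 0.95), and *Stard3nl* did not pass under quantile normalization (1.20), with the replicate block, or without any 1 of B6 WT 1, 2 and 3, B6 KO 2 and 3, D2 WT 1 and D2 KO 2 and 3 (1.13 to 1.27).

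Over 100 splits of the arrays 2 gave as many liver interaction calls as the 60 of the real one, which argues against a random grouping of the arrays as the source of that count. The splits treat the arrays as exchangeable, though the D2 KO livers shared a run with 1 D2 WT array alone, and with run as a block limma called 10 and with run and fluidics station 0 (2731 at an unadjusted p under 0.05 with no block), so the run stays open. The highest other split called 1025 and the next 50. The split with 1025 exchanges the labels of the D2 groups, so its interaction is the sum of the changes of both strains. Such a sum can pass for a change that the strains share or for a change in 1 strain alone. In duodenum 10 of 100 splits gave as many as the 4 calls, with 83 as the highest other and 16 as the next, so chance cannot be excluded; the split with 83 sets B6 WT 2 and 3 and B6 KO 1, with D2 WT 1 and 3 and D2 KO 1, against the others, and points to a structure of the arrays other than genotype. For lists the interaction had 30 of 100 splits as large in liver (7 lists, highest other 17) and 19 of 100 in duodenum (11 lists, highest other 15), so chance cannot be excluded for those counts.

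Lists whose shift differed between the strains in liver by camera at the preset correlation were glutathione metabolism (median −0.17), NRF2 target and antioxidant genes (−0.35), PPARA targets (−0.43), male-biased liver genes (0.63), female-biased liver genes (−0.77), pancreatic acinar genes (1.24) and HIF2 and hypoxia targets (−0.23). None passed with an estimated correlation, and fry gave adjusted p of 0.0294 for HIF2 and hypoxia targets and over 0.05 for the other 6. Leaving out 1 array ended the calls of PPARA targets (B6 KO 1, −0.38, or D2 KO 2, −0.17), of glutathione metabolism (any 1 of B6 WT 2 and 3, B6 KO 3, D2 WT 1 and 3 and D2 KO 1 and 3, −0.17 to −0.14; it also ended with the genes named by the paper left out, adjusted p 0.118) and of pancreatic acinar genes (any 1 of B6 WT 1, B6 KO 1 and 3, D2 WT 1 and 2 and D2 KO 3, 0.84 to 1.42).

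In duodenum such lists were the PER and DBP phase (−0.55) and the BMAL1 phase (0.83) of the clock, the unfolded protein response (−0.22), interferon-stimulated genes (−1.13), Kupffer cells and macrophages (−0.32), B and plasma cells (−0.92), T and NK cells (−0.47), pancreatic acinar genes (−3.97), Paneth cells (−1.27), crypt and proliferation (−0.39) and duodenal iron absorption (0.48), none with an estimated correlation or by fry. With the pancreatic acinar score as a covariate those of the unfolded protein response (0.01), macrophages (−0.19), B and plasma cells (−0.28), T and NK cells (−0.05) and Paneth cells (−0.29) were smaller and did not pass, so they went in part with the amount of pancreatic RNA on the arrays. Without 1 array the calls ended for the PER and DBP phase (any 1 of B6 WT 1 and 2, B6 KO 1 and 3, D2 WT 3 and D2 KO 1, −0.64 to −0.34), the unfolded protein response (any 1 of B6 WT 1 and 2, B6 KO 1 and 3, D2 WT 2 and 3 and D2 KO 2 and 3, −0.26 to −0.12), macrophages (any 1 of B6 WT 2, B6 KO 2, D2 WT 3 and D2 KO 2 and 3, −0.41 to −0.24) and T and NK cells (any 1 of B6 WT 3, B6 KO 2, D2 WT 3 and D2 KO 2, −0.42 to −0.25). That of interferon-stimulated genes was −0.53 without B6 KO 2 and still passed. With the genes named by the paper left out of the lists, the PER and DBP phase (adjusted p 0.276), the unfolded protein response (0.0564) and duodenal iron absorption (0.40, 0.0696) no longer passed.

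Genes within 20 Mb of *Hfe* on chromosome 13, which the paper did not analyse as a set, were called more often than other genes: 17 of 142 against 412 of 12810 in D2 liver (odds ratio 4.09, Fisher p 4.55e-06), 10 against 53 in D2 duodenum (18.2, 1.42e-09) and 5 against 139 in B6 liver (3.33, 0.0211, not past the test at 10 Mb, p 0.175, at 30 Mb, p 0.0665, or with run as a block, 2 genes), and they moved both ways. A candidate explanation is donor sequence carried with the knocked-out allele, which predicts such an excess in each of the 3 comparisons; in B6 liver the excess depends on the window and the block and carries little weight, and whether that sequence changes expression or only the binding to the probes was not tested. With run as a block the D2 liver odds ratio was 6.84 from 4 called genes (Fisher p 0.00372). It rests on 1 wild-type array, which leaves run open there. In duodenum all 6 D2 arrays were of 1 run. Within that run the D2 KO arrays shared a fluidics station with D2 WT 3 alone, which leaves station open there. Of the 3 liver genes called in both strains (*Akr1c14*, *Akr1c19* and *Stard3nl*, chosen after their values were seen) 1 moved in the same direction. Loss of *Hfe* itself acting on its neighbors cannot be told apart from carried sequence, since the allele and its flanks go together in both strains.

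In D2 *Hfe*-/- liver male-biased genes rose (median 1.01, 16 of 16 positive, 10 called) and female-biased genes fell (median −0.96, 17 of 17 negative, 7 called), lists outside those the paper discusses; camera passed at the preset correlation and did not with an estimated one (adjusted p 0.252 for each), and fry passed for both (0.0106 each). A female mouse among the liver arrays is argued against, since *Eif2s3y* of the Y chromosome had signals of 310 to 474 on the 12 liver arrays, the lowest being 0.655 of the highest at the same probe set, which a female would lack. The hybridization run cannot be told apart from genotype here, since the median of the male-biased genes was 0.76 against the only D2 wild-type array of the same run, and 1 array excludes nothing. Whether B6 shares the change stays open, the interaction of the male-biased genes having a fry adjusted p of 0.138. A response of D2 liver to the loss of *Hfe* stays open as a hypothesis, as does the origin of the mice, the wild-type ones having been bought and the *Hfe*-/- ones bred by the authors.

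Interferon-stimulated genes had a median of −0.92 in D2 *Hfe*-/- duodenum, limma called none of the 30 over all probe sets, and camera passed at the preset correlation but not with an estimated one (0.789 within the list; adjusted p 0.441), nor did fry (0.213). The median was −0.81 with the pancreatic acinar score as a covariate. It was −0.70 without D2 WT 1, a wild-type array with a high interferon score. The median thus stayed negative, so neither the covariate nor leaving out that array removed the shift. Camera at the preset correlation still passed, but the estimated correlation of 0.789 leaves that call little weight. Whether pancreatic tissue or that 1 array is the whole cause therefore stays open. With run and fluidics station as a block the median was −0.54 against D2 WT 3, the only wild-type array of the same run and station. Station therefore cannot be told apart from genotype in D2, and with that block the interaction no longer passed (−0.26). Genotype, and the bought wild-type against the locally bred *Hfe*-/- mice, stay open as untested explanations.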

How the results depend on the processing

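In this part the blocks of hybridization run and of run with fluidics station, the covariate for pancreatic acinar genes, the fit without D2 KO 2 and D2 KO 3, the hybridization day block for lists and the lists without genes named by the paper were chosen after the results were seen; the other alternatives and the counts over other splits were planned. Counts are of probe sets called, unless said otherwise, and the cause of a change was not tested where none is named.

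By construction, a stricter adjusted p (0.05), a looser one for strains (0.05 in place of 0.01), a change of at least 1.5-fold and fewer arrays in the fit alter the counts. At an adjusted p of 0.05 they were 390 (772 at the threshold used) in D2 liver, 123 (284) in B6 liver, 32 (60) for the liver interaction, 2273 (1223) for strains in liver, 30 (106) in D2 duodenum and 1782 (946) for strains in duodenum. At 1.5-fold or more they were 481 in D2 and 188 in B6 liver. With the 6 compared arrays alone they were 170 in B6 liver, 21 in D2 duodenum, 0 of 3 by limma in B6 duodenum (1 by SAM, 1588 at an unadjusted p under 0.05 with 12 arrays) and 616 for strains in duodenum. With the strict filter 466 in B6 liver and 149 for the liver interaction were called. Quantile normalization and log2 of the signal plus 16 moved no count by more than 1.5 times, nor the share of rises by more than 10 points; the latter moved the correlation of B6 with D2 effects from 0.10 to 0.18 in liver and from −0.04 to −0.15 in duodenum.

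With eBayes and no trend the counts were 86 in D2 liver, 26 in B6 liver, 5 for the liver interaction, 569 for strains in liver, 31 in D2 duodenum, 6 (of 3) in B6 duodenum and 1 (of 4) for its interaction. One-class SAM called 1 in D2 and 1 in B6 liver, 15 for strains in liver, 0 in D2 duodenum (3322 at an unadjusted p under 0.05 in limma), 1 in B6 duodenum and 7 for strains in duodenum; it rests on 3 ratios, whose sign flips are few.

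Hybridization run as a block gave 109 in D2 liver, 99 in B6 liver, 10 for the liver interaction, 545 for strains in liver, 45 in D2 duodenum, 6 in B6 duodenum, 1 for its interaction and 104 for strains in duodenum; with run and station they were 66, 108, 0 (2731 at an unadjusted p under 0.05 with no block), 52, 81, 6, 1 and 92. With hybridization day they were 113 in B6 liver, 17 for the liver interaction and 552 in D2 liver. These blocks coincide in part with genotype and strain, so they remove some of the compared differences too. Among the wild-type duodenum arrays run coincides with strain entirely. Of the calls in D2 liver 67.9% rose with run and 63.6% with run and station as a block (49% with none).

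In D2 duodenum 27 were called with the pancreatic covariate and 27 without D2 KO 2 and D2 KO 3; without those 2 arrays, 11.1% rose (67.9% with them), and the pancreatic acinar genes went from −2.73 to 1.24, a fit with 1 D2 KO array whose spread is taken from the other groups.

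With an estimated correlation camera passed 0 lists of 13 in D2 liver and 1 of 8 in B6 liver. It passed 0 of 7 for the liver interaction and 0 of 6 for strains in liver. In duodenum it passed 0 of 14 in D2, 0 of 4 in B6, 0 of 11 for the interaction and 0 of 3 for strains. An estimate above the preset 0.01 widens the variance of a list. The run block gave 4 lists in B6 liver and 0 in B6 duodenum, and run with station 5 in B6 liver, 2 for strains in liver, 9 in D2 duodenum, 0 in B6 duodenum and 6 for the duodenum interaction. The mean of all probe sets gave 1 in B6 duodenum, the strict filter 4 for the liver interaction, no filter 6 for strains in duodenum, the pancreatic covariate 6 for the duodenum interaction, and leaving out D2 KO 2 and D2 KO 3 gave 5 each in D2 duodenum, its interaction and its strains. With the genes named by the paper left out of the lists, 1 list passed for strains in duodenum, no other count of lists moved by more than 1.5 times, and of 304 list values 287 kept their side of the threshold (15 lost, 2 gained).

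Near *Hfe* the excess in B6 liver did not pass at 10 Mb (2 genes, p 0.175), at 30 Mb (5, p 0.0665) or with run as a block (2), nor did that in B6 duodenum with run as a block (0 genes, 1 with none); it passed in D2 liver and D2 duodenum in each of these.

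Leaving out each array in turn gave 221 (without D2 KO 2) to 1739 (without D2 KO 1) calls in D2 liver (D2 KO 3 233, D2 WT 1 272, D2 WT 2 319, D2 WT 3 484), 56 (B6 WT 2) to 411 in B6 liver (B6 KO 1 130, B6 WT 1 173), 26 (D2 WT 1, D2 WT 2) to 635 (D2 KO 1) for the liver interaction (B6 WT 2 35, B6 WT 1 37, D2 KO 3 38, D2 KO 2 39, B6 KO 3 91) and 754 (B6 WT 2) to 1376 for strains in liver (D2 WT 1 760, B6 WT 1 790, D2 WT 2 791). In duodenum it gave 17 (D2 KO 2) to 784 (D2 KO 1) in D2 (D2 KO 3 18, D2 WT 1 20, B6 WT 2 34, B6 KO 1 41, B6 WT 3 53, B6 KO 3 63, B6 KO 2 202, D2 WT 3 239), 1 (B6 WT 3) to 6 (B6 KO 2) in B6 (B6 KO 3 5), 2 (B6 WT 3, B6 KO 3, D2 KO 2, D2 KO 3) to 349 (D2 KO 1) for the interaction (D2 WT 2 20, D2 WT 3 93) and 616 (B6 WT 3) to 974 for strains. The lists past the threshold were 8 (D2 KO 1) to 15 in D2 liver, 7 to 11 in B6 liver, 5 to 10 for the liver interaction, 4 to 7 for strains in liver, and in duodenum 11 to 15 in D2, 2 (B6 WT 3) to 6 in B6, 7 (D2 WT 3) to 12 for the interaction and 3 to 8 (D2 WT 3) for strains (5 without B6 WT 3, D2 WT 2 or D2 KO 1). Over the paper's lists for *Hfe*-/- mice (1343 probe sets in liver, 369 in duodenum), those moving in its direction were 1243 to 1265 in D2, 1197 to 1240 in B6 and 1192 to 1227 for strains in liver, and 360 to 364, 284 to 311 and 320 to 338 in duodenum. The correlation of B6 with D2 effects was 0.06 to 0.11 in liver and −0.10 to 0.01 in duodenum. Interferon-stimulated genes in B6 duodenum (0.19) ranged from −0.27 without B6 KO 2 to 0.55 without B6 KO 3.

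Over 10 splits of 3 arrays against 3 no share under 0.05 can be had. The real split and the highest other called 772 and 1 in D2 liver, 284 and 3 in B6 liver, 1223 and 0 for strains in liver, 106 and 0 in D2 duodenum, 3 and 1 in B6 duodenum and 946 and 0 for strains in duodenum, with 1 of 10 splits as large in each. For lists they gave 13 and 11 in D2 liver (1 as large), 8 and 8 in B6 liver (2), 6 and 4 for strains in liver (1), 14 and 12 in D2 duodenum (1), 4 and 15 in B6 duodenum (7) and 3 and 8 for strains in duodenum (3); the split with 15 sets B6 WT 1, B6 KO 2 and B6 KO 3 against the rest, which points to a structure of those arrays other than genotype.

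The replicate numbers do not pair the arrays, since arrays of 1 number correlated by −0.09 to 0.10 in liver and −0.49 to 0.41 in duodenum, and not every array correlated best with its own number; with the replicate block 40 were called in D2 duodenum, and no other count moved by more than 1.5 times. Of 692 values of single genes, 680 kept their side of the threshold with log2 of the signal plus 16, 685 with quantile normalization and 676 with no filter. With the replicate block 663 did, with run as a block 568 (122 lost, 2 gained) and with no trend 557 (135 lost). Of 8304 with an array left out 7691 did (472 lost, 141 gained). No call turned into a call in the opposite direction under these settings. Hybridization day had no value in duodenum, whose arrays shared a day; SAM and the 6 arrays alone were not run for the interaction, and the strict filter left 260 of 304 list values. Signal over background limits the smallest changes: the median signal was 15.7 to 20.9 on liver and 20 to 23.4 on duodenum arrays, and for probe sets near it a change was poorly measured.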

Differences from the paper's values

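In this part the hybridization run block and the tests at the paper's own probe sets were chosen after the results were seen, and no other test was. The thresholds differ: the paper ranked S-scores, computed from the probes of array pairs, with SAM and also asked for a minimum mean S-score, while limma was used here on the signals at the same false discovery rates and with no S-score filter.

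For duodenum the paper counts 370 transcripts changed in *Hfe*-/- mice of either strain, and here 106 were called. None of the alternatives set before the data were examined came within 1.5 times of the paper's value: 143 with log2 of the signal plus 16, 113 with quantile normalization, 129 with the strict filter, 78 with no filter, 31 at an adjusted p of 0.05, 88 at 1.5-fold or more, 21 with the 6 arrays alone, 34 with no trend, 40 with the replicate block, 1 by one-class SAM and 19 (without D2 KO 2 or D2 KO 3) to 784 (without D2 KO 1) with an array left out, among them 22 without D2 WT 1, 34 without B6 WT 2, 42 without B6 KO 1, 53 without B6 WT 3, 66 without B6 KO 3, 205 without B6 KO 2 and 239 without D2 WT 3. The paper's counts for liver and for wild-type strains did not differ from those here by more than 1.5 times.

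Figure 1 of the paper, read by eye, shows about 300 transcripts higher and about 330 lower in B6 *Hfe*-/- liver, where 151 and 133 were called here. The rises came within 1.5 times of the paper's with the strict filter (247) and under no other of those alternatives (0 by one-class SAM to 198 without D2 KO 1), and the falls under none (1 by one-class SAM to 219 with the strict filter). In D2 duodenum Figure 1 shows about 210 higher and about 150 lower, read by eye, and 72 and 34 were called here. The rises came within 1.5 times without D2 WT 3 (190) and under none of the others (0 by one-class SAM to 380 without D2 KO 1), and the falls under none (0 by one-class SAM to 404 without D2 KO 1, with 95 without B6 KO 2). In B6 duodenum Figure 1 shows about 20 lower, read by eye, where 3 were called here, with 0 to 6 under those alternatives, none of which came within 1.5 times.

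Over the paper's lists the directions were mostly shared. Of its 1343 liver probe sets 94.2% moved as the paper has it in D2 (457 called) and 92.3% in B6 (196 called), of 369 in duodenum 98.4% in D2 (68 called) and 84.3% in B6 (3 called), and of 1536 that differ between strains 96.7% in liver (806 called, and 1 called in the opposite direction) and 94.5% in duodenum (692 called).

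The paper describes most liver transcripts as strain specific. Here an interaction was called for 57 of 994 probe sets changed in either strain, and the others did not pass that test, which does not show that they are shared: it found 15 of 200 simulated interactions at 1.5-fold and 132 at 2-fold, and without D2 KO 1 the liver count of interactions went from 60 to 635. Of the 994, 710 were called in D2 alone and 222 in B6 alone, of which 490 and 162 had the same sign in the other strain. It likewise places *Cybrd1* among changes of D2 alone in duodenum, where the interaction was 2.60 (adjusted p 0.306).

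Some genes the paper calls moved in its direction here and did not pass the test at their probe set of highest signal. In D2 liver these were *Gsta3* (0.33, adjusted p 0.158), *Ugt2b5* (0.39, 0.145), *Cyp1a2* (0.50, 0.298), *Cyp2c55* (1.06, 0.118), *Fmo5* (0.49, 0.267), *Slc40a1* (0.37, 0.174), *Hmox1* (0.98, 0.123), *Blvrb* (0.31, 0.231), *Vnn1* (−0.96, 0.168), *Acadvl* (−0.15, 0.505), *Ehhadh* (−0.96, 0.137), *Hadha* (−0.22, 0.387), *Hadhb* (−0.54, 0.129), *Idh2* (−0.38, 0.136), *Sfxn2* (−0.34, 0.259), *Per2* (−0.55, 0.616), *Dbp* (−1.87, 0.131) and *Nr1d1* (−0.26, 0.824). Of these *Gsta3*, *Ugt2b5*, *Cyp1a2*, *Cyp2c55*, *Hmox1*, *Blvrb*, *Vnn1*, *Ehhadh*, *Hadhb* and *Dbp* passed without D2 KO 1, *Gsta3* (0.36) and *Ugt2b5* (0.34) with quantile normalization, *Ugt2b5*, *Cyp1a2*, *Idh2* and *Dbp* without B6 KO 2, *Fmo5* without B6 KO 1, *Cyp2c55* and *Dbp* without B6 KO 3, *Cyp2c55* and *Dbp* with log2 of the signal plus 16, *Cyp2c55*, *Slc40a1* and *Dbp* with the replicate block, and *Dbp* (−2.34) with run as a block, an alternative chosen after seeing the values. Other probe sets that the paper's additional file pairs with these genes passed in D2 for *Gsta3* (0.77, adjusted p 0.0259), *Hadhb* (−0.56, 0.0752) and *Slc40a1* (0.55, 0.00985), and the one it pairs with *Ugt2b36*, annotated here to *Ugt2b38*, passed in the paper's direction. Those of *Gsta3* (0.69) and *Hadhb* (−0.52) did not pass with run as a block, nor that of *Gsta3* without D2 WT 1, D2 KO 2 or D2 KO 3 (0.65 to 0.75), nor that of *Hadhb* without any 1 of B6 WT 2, D2 WT 1, 2 and 3 and D2 KO 2 and 3 (−0.59 to −0.44).

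In B6 liver genes called by the paper and not here at the probe set of highest signal were *Gss* (0.35, adjusted p 0.279), *Ugt2b5* (0.14, 0.721), *Ugt2b34* (0.28, 0.265), *Cyp1a2* (0.45, 0.42), *Cyp2c70* (0.67, 0.39), *Cyp2j9* (0.76, 0.146), *Hmox1* (0.65, 0.409), *Vnn1* (−0.49, 0.588), *Cpt1a* (−0.31, 0.479), *Acadm* (−0.31, 0.407), *Hadha* (−0.26, 0.34), *Hadhb* (−0.40, 0.369), *Cyp4a14* (−0.45, 0.89), *Sfxn2* (−0.23, 0.525), *Lrp1* (−0.09, 0.767), *Hjv* (−0.24, 0.486), *Usf2* (0.58, 0.171), *Per2* (−0.78, 0.479), *Per3* (−1.40, 0.104), *Dbp* (−1.67, 0.257) and *Nr1d1* (−0.84, 0.387). The probe set that gives the paper's *Cyp4a10* value, shared with *Cyp4a31*, did not pass either (−0.24, 0.899). The *Per2* probe set of the additional file passed (−1.68, 0.0803), and did not without any 1 of B6 WT 1, 2 and 3, B6 KO 1, 2 and 3 and D2 WT 1 and 2 (−1.84 to −1.50) or with run as a block (−1.39). *Cyp2j9* passed without D2 KO 1 or D2 KO 2, *Cyp1a2* and *Cyp2c70* without B6 KO 2, *Dbp* without B6 KO 3, and *Per3* without B6 WT 1, B6 KO 3 or D2 KO 1, with log2 of the signal plus 16, no filter or the replicate block. The probe set the paper gives for *Ftl1* did not pass in either strain (0.24 and 0.28). *Gclc*, *Gclm*, *Alas2* in D2, *Abcg2* in D2 and *Slc25a37* in B6 passed in the paper's direction. The array test is not the only check on these genes. The paper measured *Ftl1*, *Hmox1*, *Vnn1*, *Cpt1a*, *Sfxn2*, *Hjv* and *Usf2* by quantitative PCR too, with further mice. It reports concordant results except for *Hjv*, whose fall in B6 was not reproduced. By PCR it found *Usf2* and *Slc25a37* higher in both strains.

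In D2 duodenum the paper has *Cdca7l* lower, and here it was 0.08 (adjusted p 0.89). Lower as in the paper and not past the test were *Ifit1* (−1.86, 0.304), *Ifit2* (−0.91, 0.481), *Oasl2* (−1.70, 0.235), *Ddx58* (−0.57, 0.355), *Psme1* (−0.39, 0.329), *Shisa5* (−0.51, 0.257), *Lyz1* (−0.53, 0.357), *Tnfrsf17* (−0.84, 0.279), *Tnfrsf13b* (−0.85, 0.322) and *Tfrc* (−0.87, 0.108), and higher as in the paper *Slc39a14* (0.46, 0.212), *Slc31a1* (0.52, 0.158), *Slc23a2* (0.50, 0.192), *Ireb2* (0.38, 0.28) and the probe set given for *Sms* (0.65, 0.281). Without D2 KO 1, *Shisa5*, *Lyz1*, *Tnfrsf17*, *Tnfrsf13b*, *Tfrc*, *Slc39a14*, *Slc31a1*, *Slc23a2* and *Ireb2* passed; without B6 KO 2, *Ifit1*, *Oasl2*, *Ddx58* and *Tfrc* did, and *Tfrc* also without D2 WT 3 (−1.14) and with log2 of the signal plus 16 (−0.85). *Slc39a4*, *Muc3*, *Cybrd1* and *Casp4* passed in the paper's direction.

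Between wild-type strains the paper has *Smad4* lower in D2 in both tissues, and its probe set passed in that direction (−0.85, adjusted p 0.00068 in liver, −0.96, 0.000218 in duodenum; with run as a block −0.80 and −1.12, not past the test), while the probe set of highest signal did not (−0.06, 0.786 and −0.07, 0.688). The paper's probe set of *Prdx2*, among the modifier candidates, passed as well (−3.57, 1.46e-07 in liver). In the paper's direction and not past the test in liver were *Cyp1a2* (0.69, 0.0517), *Cyp2c70* (0.33, 0.601), *Cyp2j9* (0.57, 0.124), *Hmox1* (−0.80, 0.122), *Vnn1* (0.67, 0.247) and the modifier candidates *Sparc* (0.46, 0.0681) and *Mri1* (2410018C20Rik in the paper; −0.47, 0.0393, and in duodenum −0.51, 0.0404), and in duodenum *Ireb2* (−0.56, 0.0198); *Cyp1a2* passed without B6 KO 2, and *Ireb2* without B6 KO 2 or D2 KO 1. *Hamp*, *Hamp2* and *Slc40a1* passed in the paper's direction.

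The column of gene positions in the additional files is headed as kilobases, while its values run to the size of chromosomes in base pairs.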

Other observations

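No explanation is offered in this part, and the block tests it reports were chosen after the results were seen.

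Interferon-stimulated genes had a median of −0.50 in D2 liver (camera adjusted p 2.72e-07, and 0.273 with an estimated correlation; −0.54 with run as a block) and −0.60 in B6 liver (1.09e-07, and 0.466 with an estimated correlation; −0.61 with run as a block, −0.51 within the run of B6 KO 1). In D2 liver the unfolded protein response had a median of 0.26 (0.00584), which did not pass with an estimated correlation, with run as a block (0.10) or without D2 KO 1 (0.17), and in B6 liver Kupffer cell and macrophage genes had one of −0.41 (0.000196), which did not pass with an estimated correlation, with hybridization day (−0.19) or with run (−0.23) as a block. The paper does not report these lists.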
